# DNA double-strand break movement in heterochromatin depends on the histone acetyltransferase dGcn5

**DOI:** 10.1093/nar/gkae775

**Published:** 2024-09-11

**Authors:** Apfrida Kendek, Arianna Sandron, Jan-Paul Lambooij, Serafin U Colmenares, Severina M Pociunaite, Iris Gooijers, Lars de Groot, Gary H Karpen, Aniek Janssen

## Abstract

Cells employ diverse strategies to repair double-strand breaks (DSBs), a dangerous form of DNA damage that threatens genome integrity. Eukaryotic nuclei consist of different chromatin environments, each displaying distinct molecular and biophysical properties that can significantly influence the DSB-repair process. DSBs arising in the compact and silenced heterochromatin domains have been found to move to the heterochromatin periphery in mouse and *Drosophila* to prevent aberrant recombination events. However, it is poorly understood how chromatin components, such as histone post-translational modifications, contribute to these DSB movements within heterochromatin. Using irradiation as well as locus-specific DSB induction in *Drosophila* tissues and cultured cells, we find enrichment of histone H3 lysine 9 acetylation (H3K9ac) at DSBs in heterochromatin but not euchromatin. We find this increase is mediated by the histone acetyltransferase dGcn5, which rapidly localizes to heterochromatic DSBs. Moreover, we demonstrate that in the absence of dGcn5, heterochromatic DSBs display impaired recruitment of the SUMO E3 ligase Nse2/Qjt and fail to relocate to the heterochromatin periphery to complete repair. In summary, our results reveal a previously unidentified role for dGcn5 and H3K9ac in heterochromatic DSB repair and underscore the importance of differential chromatin responses at heterochromatic and euchromatic DSBs to promote safe repair.

## Introduction

DNA double-strand breaks (DSBs), in which both strands of the DNA helix are severed, are one of the most harmful lesions known to occur in genomes. DSBs can be caused by both exogenous and endogenous sources, and when repaired improperly can directly result in the formation of aberrant chromosome structures linked to genetic diseases and cancer (1–4). The two main DSB repair pathways in eukaryotic cells are homologous recombination (HR) and non-homologous end-joining (NHEJ). HR requires 5′ to 3′ end-resection at the DSB site, which results in a single-stranded 3′ DNA end that invades and perfectly copies a homologous sequence to safely repair the DSB. In contrast, NHEJ involves simple ligation of the DSB ends, but often results in small nucleotide insertions or deletions at the repaired site (5,6).

How different chromatin environments influence the cellular response to DSBs is less well understood (7). Eukaryotic nuclei can be roughly subdivided into two types of chromatin: euchromatin, which is characterized by a more open conformation and contains most of the transcriptionally active protein-coding genes, and heterochromatin, which is more compact and relatively gene poor. Constitutive heterochromatin is one of the most prominent types of heterochromatin and is enriched at pericentromeric and subtelomeric regions. It contains highly repetitive DNA sequences, which are enriched for histone H3 Lysine 9 di- and tri-methylation (H3K9me2/3) and its epigenetic reader protein Heterochromatin Protein 1a (HP1a in *Drosophila*, HP1α in mammals) (8–13). Moreover, constitutive heterochromatin often coalesces into one or a few cytologically distinct domains in interphase nuclei (14,15), which represent biocondensates that form through the specific biophysical properties of HP1a (16,17).

The compacted nature of heterochromatin influences the response to DSBs arising in this compartment. It has been previously found that efficient repair in heterochromatin requires a chromatin reorganization step through the displacement of several core components, such as HP1β and KRAB-associated protein-1 (Kap1), which are respectively phosphorylated by ataxia telangiectasia mutated (ATM) and casein kinase 2 (CK2) upon damage induction (18–24). These events are thought to promote heterochromatin relaxation, thus overcoming the physical barrier imposed by heterochromatin and allowing DSB repair. In line with this, chromatin decompaction has been observed at damaged pericentromeric heterochromatin (PCH) in different species (25–28).

Moreover, the highly repetitive sequence content within PCH makes this domain especially vulnerable to erroneous recombination events between homologous sequences present on non-homologous chromosomes. Previous work in *Drosophila* and mouse has revealed that heterochromatic DSBs can undergo end-resection within the PCH domain, but only complete HR once relocated to the heterochromatin- or nuclear-periphery (25,28–30). This DSB movement is thought to prevent aberrant HR repair within the repeat-rich heterochromatin domain (25,31).

Several proteins have been found to be rapidly recruited to heterochromatic DSBs and promote DSB movement and HR repair. These include the structural maintenance of chromosomes 5/6 (SMC5/6) complex and the associated Nse2 SUMO E3 ligase (25,29,32). SMC5/6, as well as the other two SMC complexes cohesin and condensin, are conserved throughout the kingdoms of life (33). The characteristic ring shape of SMC complexes enables them to bring multiple DNA sequences into close proximity and thereby play a crucial role in genome folding and organization (33–35). SMC5/6 is known to promote genome stability in various pathways including chromosome segregation (36,37), telomere maintenance (38) and DNA damage repair (39–42). More specifically, the recruitment of SMC5/6 and its SUMO E3 ligase subunit Nse2 [Cervantes (Cerv) and Quijote (Qjt) in *Drosophila*] to heterochromatic DSBs is thought to mediate the SUMOylation of target proteins and in turn facilitate heterochromatic DSB movement through downstream signaling cascades (29,32).

Although many histone modifications have been identified at euchromatic DSB sites (43,44), histone changes at heterochromatic DSBs remain poorly understood. However, the distinct molecular and biophysical properties of heterochromatin suggest that DSB repair in this compact region requires specialized chromatin changes to allow DSB movement and repair protein recruitment. For example, we previously showed that the histone demethylase *Drosophila* KDM4A (dKDM4A) specifically promotes the demethylation of H3K9me2/3 and H3K56me2/3 at heterochromatic DSB sites, and is required for their movement and repair pathway choice (45,46). Whether this demethylation is accompanied by additional changes in heterochromatin composition remains untested.

In budding yeast and mammalian cells, the acetylation of histone H3 Lysine 9 (H3K9ac) by the histone acetyltransferase General Control Non-repressed protein 5 (GCN5, dGcn5 in *Drosophila*) is involved in several types of DNA damage repair, such as UV-damage (47), oxidative damage (48), and DSBs (49,50). While one study reported that loss of GCN5 results in a decrease in H3K9ac levels in cells following damage induction (48), other studies observed increases (47,49,50). However, these studies did not distinguish the responses in different pre-existing chromatin environments. It thus remains to be tested whether different chromatin environments, in particular the dense constitutive heterochromatin domain, differentially depend on H3K9ac for repair of damaged sites.

Using irradiation of *Drosophila* tissues and cells in culture, as well as our previously established *in vivo* single-DSB (DR-*white*) system in *Drosophila* tissues (30), here we identify a specific increase in H3K9ac at heterochromatic DSBs. This H3K9ac is dependent on the histone acetyl transferase dGcn5, which is rapidly recruited to DSBs within the heterochromatin domain. Moreover, loss of dGcn5 results in defective DSB movement, as well as impaired recruitment of the SUMO E3 ligase Nse2/Qjt to heterochromatic DSBs. Together, our results identify a previously unrecognized role for dGcn5 and H3K9ac in the movement and repair of DSBs within the compact heterochromatin domain.

## Materials and methods

### Constructs

ATRIP, Qjt, dGcn5, elp3, Mu2 and HP1a were each cloned from cDNA generated from wild type Oregon-R adult flies. cDNA for each gene was cloned into a pCopia plasmid backbone containing an N-terminal fluorescent tag (CFP, YFP, GFP or mCherry).

### Fly lines and genetic assays

All fly lines were reared at 22°C in standard medium unless otherwise stated. DR-*white* fly lines have been previously described (30). Heterozygous dGcn5 [E333st]/+ flies were obtained from the Bloomington *Drosophila* Stock Center (#9333) and the mei41 [29D] mutant line was kindly provided by Tin Tin Su. The ΔdKDM4A [KG04636] deletion mutant was kindly provided by Mattias Mannervik (51). The viability percentage of dGcn5 mutants was calculated using the ratio of adult males heterozygous for dGcn5 [E333st] compared to wild type offspring. The viability percentage of ATR and dGcn5 double mutants was calculated using the ratio of adult males hemizygous for mei41 [29D] and heterozygous for dGcn5 [E333st] compared to males hemizygous for mei41 [D29] and wildtype for dGcn5. Mei41 [29D] resides on the X chromosome and hemizygous mutant males without exogenous DNA damage do not have significant viability problems (52).

### Chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR)

Third instar larvae from DR-*white* fly lines containing the *hsp.I-SceI* transgene were heat-shocked at 37°C for 1 h and snap-frozen in liquid nitrogen 6 h after heat-shock treatment. Larvae from DR-*white* fly lines not containing the *hsp.I-SceI* transgene were used as controls and subjected to the same heat-shock treatment. Frozen larvae were stored at −80°C until chromatin extract preparation. For chromatin extract preparation, 80 larvae per line were homogenized, fixed and sonicated as described within the modENCODE project (https://www.encodeproject.org/documents/f890fde6-924c-4265-a60f-c5810401066d/, ChIP protocol by Kevin White lab) (53). ChIP procedures were performed on chromatin extracts as previously described (54). Each ChIP sample was prepared with 2 μg of chromatin extract and 5 μg of anti-H3K9ac antibody. For the γH2Av ChIP, 2 μg of chromatin and 20 μl of anti-γH2Av antibody were used. qPCR was used to quantify the enrichment levels of histone marks of interest using the qPCR FastStart Universal SYBR Green Master Mix (Roche) and qPCR specific primers targeting the I-SceI site (*3xp3*) or the *yellow* gene as a control (Supplementary Table S1).

### Cell culture, dsRNA production and transfection

S2 and Kc167 (Kc) cells were cultured at 27°C in Schneider's insect medium (Sigma-Aldrich) containing 10% FBS and CCM3 serum-free medium (HyClone) respectively. For RNAi experiments, dsRNA was generated by first adding a T7-promoter sequence to the region of interest via PCR, followed by reverse transcription using the MEGAScript T7 transcription kit (Life Technologies) according to the manufacturer's instructions (Supplementary Table S1). 5-10 μg of dsRNA were used to transfect 200 000 cells 5 days prior to irradiation. As a control, dsRNA targeting the *yellow* gene was always included. For live imaging experiments, cells were transfected with fluorescent proteins of interest approximately 6 h prior to dsRNA transfection. For live imaging of Qjt, Kc cells were transfected with GFP-Qjt and Hygromycin resistance plasmids. Cells were selected for 2 weeks using 200 μg/ml Hygromycin to generate Kc cells with stable GFP-Qjt expression. All transfections were performed using TransIT-2020 transfection reagent (Mirus) according to the supplier's manual.

### γ-Ray irradiation

Irradiation was performed by exposing cells to 5 Gy (0.0289 Gy/s) of γ-rays in an IBL 437C machine at 22°C. The source of γ-rays is 137-Cs decay.

### Reverse transcription-quantitative PCR (RT-qPCR)

Knock down efficiency was verified by reverse transcription-quantitative polymerase chain reaction (RT-qPCR). Cells transfected with dsRNA were harvested after 5 days and RNA was extracted using the RNeasy Micro Kit (Qiagen) according to the manufacturer's instructions. cDNA was obtained by using the iScript cDNA synthesis kit (BioRad). RT-qPCR reaction, using cDNA as template, was performed on a thermocycler using primers targeting *tubulin* as control. To test mRNA levels in dGcn5 [E333st] larvae, RNA extraction and RT-qPCR were conducted as previously described (46) (see Supplementary Table S1 for primers used).

### Immunofluorescence (IF) and EdU staining

For IF staining on cells in culture, fixation was achieved by incubating cells with 4% paraformaldehyde (PFA) in PBS for 5 min. Next, cells were incubated with 0.4% Triton-X diluted in PBS for 10 min to allow for permeabilization. Blocking was subsequentially performed by adding 5% milk, 0.4% Triton-X diluted in PBS for 1 h. Primary antibodies were incubated overnight at 4°C, followed by secondary antibody and DAPI incubation for 2 h at room temperature, all diluted in blocking solution. Finally, cells were mounted on glass slides using ProLong Diamond Antifade Mountant (Invitrogen). For IF staining of tissue, wing discs were dissected from third instar larvae in 10 μl of Schneider's Insect Medium containing 10% FBS and fixed on a glass slide with 4% PFA for 5 min. Slides were dipped in liquid nitrogen and stored at -20°C in 99% ethanol. Slides were brought to room temperature, incubated in PBS for 20 min and subsequently blocked in 5% milk, 0.4% Triton-X diluted in PBS for 1.5 h. The following steps (primary and secondary antibodies incubation, mounting on glass slide) were performed as described above for fixed cells. For EdU staining, Kc cells were incubated with 10 μM EdU for 30 min. EdU detection was performed according to Click-iT EdU Imaging Kits Protocol (Invitrogen).

### Antibodies and dilutions

For ChIP-qPCR, experiments were performed with the anti-H3K9ac (Epicypher 13-0020, 13-0033) antibody and the anti-γH2Av (Hybridoma Bank, UNC93-5.2.1) antibody. For IF experiments on tissues and cells, the following primary antibodies were used: anti-H3K9ac (rabbit, Epicypher 13-0033, 1:500), anti-γH2Av (mouse, Hybridoma Bank, UNC93-5.2.1, 1:250), FlexAble Coralite Plus 555 conjugated anti-H3K9me3 (rabbit, ab8898, 1:500). The following secondary antibodies were used: Alexa goat anti-rabbit 488 (1:600), Alexa goat anti-mouse 568 (1:600) (Invitrogen).

### Imaging and quantifications

Images were acquired using a widefield fluorescence microscope (DeltaVision Spectris, Applied Precision, LLC) using a 60× oil immersion objective (NA 1.40). For live imaging experiments, Z-stack images (22 slices with 0.5 μm Z spacing) were acquired every 10 min. Deconvolution was performed using the SoftWoRx (Applied Precision, LLC) software with the following parameters: deconvolution method was set as ‘conservative’ and the number of processing cycles used was seven. Image analysis was manually performed on deconvoluted images using Fiji software. For Figure 1E, F, quantification of H3K9ac intensity levels was performed as follows: for non-irradiated cells, regions of interest (ROIs) were manually drawn around the H3K9me3-weak regions (euchromatin) and H3K9me3-rich regions (heterochromatin) of each cell and the mean H3K9ac intensity was measured therein. Since Z-stacks (40 slices of 0.2 μm distances) were acquired during imaging, for each cell the quantification was conducted on the Z section displaying the most intense and focused H3K9me3 signal. For irradiated cells, γH2Av foci were used to identify DSBs, and H3K9me3 staining was used to determine euchromatin (low intensity H3K9me3 signal) and heterochromatin (high intensity H3K9me3 signal). Only cells displaying at least one DSB in heterochromatin were included in the analysis. In some cells, after damage induction small H3K9me3-high foci can be found to localize inside the H3K9ac-high region of the cells (which indicates euchromatin); these H3K9me3-high regions were excluded from quantification, since it has been reported that H3K9me3 could be newly deposited at euchromatic DSBs (55). A region of interest was drawn around DSBs in euchromatin and heterochromatin and the H3K9ac intensity inside the regions was measured. Finally, the H3K9ac background signal (intensity of H3K9ac outside cells) was subtracted from the measurements.

**Figure 1.**
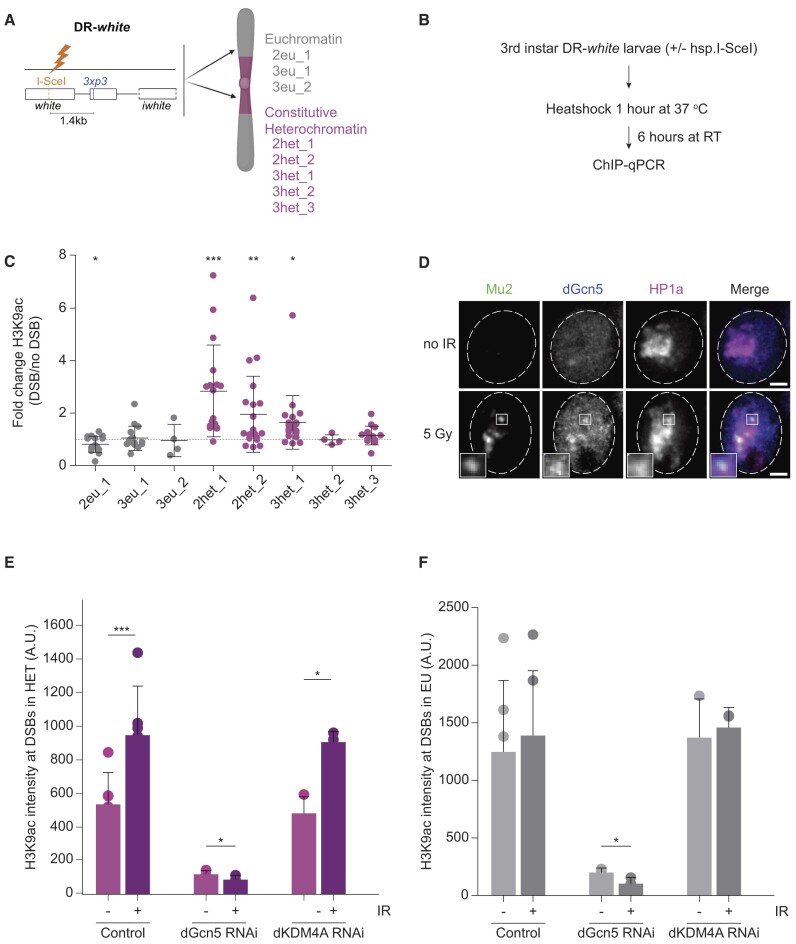
H3K9ac is increased at heterochromatic DSBs in a dGcn5-dependent manner. (**A**) Schematic representation of the DR-*white* system in *Drosophila*. The DR-*white* construct is integrated in a single euchromatic or heterochromatic locus in the fly genome to generate different lines (nomenclature as in (30)). The DR-*white* construct contains an 18-bp DNA sequence targeted by the I-SceI endonuclease, resulting in the formation of a single DSB (30). (**B**) Scheme detailing the DSB induction protocol in DR-*white* fly lines. Chromatin was extracted 6 h after DSB induction. DSBs were induced by a 1 h heat-shock (37°C) of third instar DR-*white* larvae containing a heat-shock promoter-driven I-SceI transgene (*hsp.I-SceI*). To control for heat-shock effects, all conditions (without/with *hsp.I-SceI*) are heat-shocked. (**C**) ChIP-qPCR analysis of H3K9ac levels at indicated DR-*white* loci. The qPCR primers reside 1.4 kb downstream of the I-SceI cut site (‘*3xp3*’ in Figure 1A). Fold change is calculated by dividing the H3K9ac enrichment levels in the damaged (+DSB, +I-SceI, Supplementary Figure S1A) samples by those in the controls (−DSB, no (−) I-SceI Supplementary Figure S1A). The grey dotted line represents a fold change of 1, in which H3K9ac levels are unchanged upon DSB induction. All qPCR results are relative to an internal control region (*yellow*), which is consistently enriched for H3K9ac. Error bars represent mean ± SD from ≥4 independent experiments. (**D**) Representative time-lapse images of non-irradiated (no IR) and irradiated (5 min after 5 Gy gamma-radiation) Kc cells with fluorescently tagged Mu2 (green, DSB marker), dGcn5 (blue) and HP1a (magenta, heterochromatin marker). Dashed lines outline the nuclei. Insets are zoom-in views of Mu2, dGcn5 and HP1a colocalization. Scale bar = 2 μm. (**E**, **F**) Quantification of H3K9ac intensity levels in heterochromatin (E, H3K9me3-enriched, immunofluorescence stainings performed as in Supplementary Figure S2H) and euchromatin (F, low H3K9me3, see Supplementary Figure S2H) at DSBs in non-irradiated versus irradiated control (*yellow* dsRNA), dGcn5-depleted and dKDM4A-depleted Kc cells. Irradiated cells were fixed 5-10 min after damage induction. Error bars represent mean + SD from ≥3 independent experiments. (*) *P*-value ≤ 0.05, (**) *P*-value ≤ 0.01, (***) *P*-value ≤ 0.001, paired *t*-test. If not shown, *P*-value not significant (>0.05). Figure 1A was created with Biorender.com.

### RNA-sequencing procedure

Kc cells were depleted of dGcn5 or yellow (control) for 5 days using dsRNA as described above. Cells were harvested and RNA was isolated using the RNeasy Micro Kit (Qiagen). The quality and quantity of the RNA samples was measured using the Agilent Fragment Analyzer 5300 system and Qubit (Invitrogen) respectively. 100 ng of total RNA was used to prepare TruSeq Stranded mRNA libraries (20020594) following the manufacturer's protocol with custom 384 xGen UDI-UMI adapters (IDT). Prepared libraries were validated with the Fragment Analyzer system dsDNA 910 Reagent Kit (35-1500 bp) and Qubit dsDNA HS Assay Kit (Cat. Q32854). All libraries were then pooled in equimolar ratio and sequenced on a Nextseq2000 (Illumina) by using a P2 flow cell with 50 bp paired-end reads.

### RNA-sequencing data analysis

Quality control on the sequence reads from the raw FASTQ files was performed with FastQC (v0.11.8). TrimGalore (v0.6.5) was used to trim reads based on quality and adapter presence after which FastQC was again used to check the resulting quality. rRNA reads were filtered out using SortMeRNA (v4.3.3) followed by alignment to the reference genome fasta (Drosophila_melanogaster. BDGP6.32) using the STAR (v2.7.3a) aligner. Follow-up QC on the mapped (bam) files was performed using Sambamba (v0.7.0), RSeQC (v3.0.1) and PreSeq (v2.0.3). Readcounts were then generated using the Subread FeatureCounts module (v2.0.0) with the Drosophila_melanogaster.BDGP6.32.105.chr.gtf file as annotation. CPM and RPKM Normalized versions of the counts table were generated using the R-packages edgeR (v3.28) as well as a normalized version using DEseq2 (v1.28). The differential expression analysis was performed using DESeq2.

### Statistics and graphs

All statistical analysis were performed in GraphPad Prism. Plots were generated in Python using Panda, Seaborn and matplotlib.

## Results

### The histone acetyl transferase dGcn5 deposits new H3K9ac marks at heterochromatic double-strand breaks

In order to gain insights into the influence of chromatin factors on the process of DSB repair in heterochromatin, we sought to determine changes in chromatin composition associated with heterochromatic DSBs. We previously observed demethylation of histone H3 Lysine 9 di- and tri-methylation (H3K9me2/me3) at heterochromatic DSBs (46). We hypothesized that additional chromatin changes, such as histone acetylation (26), could be required to overcome the compact heterochromatic state and promote DSB movement and repair. To test this, we employed our previously established DR-*white* single DSB system in *Drosophila* (Figure 1A) (30). In this system, the DR-*white* construct is integrated in a single euchromatic or pericentromeric heterochromatic (PCH) locus in the fly genome and contains an 18 base-pair recognition sequence targeted for DSB induction by the I-SceI endonuclease. To induce the expression of I-SceI and the consequent formation of DSBs, we heat-shocked third instar larvae containing one eu- or hetero-chromatic DR-*white* insertion as well as a heat-shock inducible I-SceI (*hsp.I-SceI*) transgene. ChIP-qPCR (Chromatin Immuno-precipitation (ChIP) followed by quantitative PCR (qPCR)) was performed on chromatin extracts upon I-SceI-dependent DSB induction (Figure 1B). Interestingly, we observed that the levels of the histone mark Histone H3 Lysine 9 acetylation (H3K9ac) increased at DSBs in three of the five heterochromatic DR-*white* lines (1.6–2.8-fold increase), whereas H3K9ac levels decreased or remained unchanged at three euchromatic insertion sites (Figure 1C, Supplementary Figure S1A). All DR-*white* loci were enriched for the DSB marker phosphorylated H2Av (γH2Av) following I-SceI expression, ruling out that differences in H3K9ac levels are due to variations in cutting efficiency (Supplementary Figure S1B–D). Importantly, internal controls demonstrate that the antibodies used in these experiments selectively bind H3K9ac nucleosomes (Supplementary Figure S2A, B).

Previous work by others in mammalian cells as well as budding yeast have reported both the accumulation and the reduction of H3K9ac levels at DNA damage sites (47–50). However, our ChIP-qPCR results indicate that increases in this histone mark are specific to DSBs in heterochromatin. This suggests that H3K9ac is differentially regulated in response to DSBs depending on the pre-existing chromatin domain.

It has been reported that H3K9ac deposition in *Drosophila* mainly depends on the histone acetyl transferase (HAT) dGcn5 and to a lesser extent on Elp3 (56–59). To assess which of these two HATs could be responsible for the acetylation of lysine 9 on histone H3 in *Drosophila*, we knocked down both proteins via RNA interference in *Drosophila* Kc cells (Supplementary Figure S2C, D), followed by immunofluorescence staining for H3K9ac. We find that depletion of dGcn5, but not Elp3, leads to decreased nuclear H3K9ac levels in undamaged cells, supporting the notion that dGcn5 represents the major acetyltransferase for H3K9ac in *Drosophila* (Supplementary Figure S2E, F) (60).

Next, to test whether dGcn5 or Elp3 are recruited to heterochromatic DSBs, we fluorescently tagged these proteins in *Drosophila* cells in culture. We combined their expression with fluorescently tagged HP1a (heterochromatin protein 1a) to visualize heterochromatin, and Mu2 (binds γH2Av, MDC1 homolog) to visualize DSBs. Strikingly, we observed co-localization of dGcn5 with DSBs (Mu2) in the HP1a domain within 5 min following 5 Gy ionizing radiation (IR) (Figure 1D), indicating that this HAT can be directly recruited to DSBs within heterochromatin. Consistent with previous observations, Elp3 localizes to the cytoplasm in undamaged cells (61), and this pattern was not affected by the induction of DSBs upon exposure to 5 Gy IR (Supplementary Figure S2G). Together, this suggests that dGcn5, but not Elp3, localizes to heterochromatic DSBs and represents the main H3K9ac transferase in *Drosophila* cells. We therefore focused our subsequent analyses on the potential role of dGcn5 at heterochromatic DSBs.

The observed localization of dGcn5 to DSBs in heterochromatin, and the general role for dGcn5 in H3K9ac (56) (Supplementary Figure S2E, F), led us to hypothesize that dGcn5 could be responsible for the observed increase in H3K9ac levels at heterochromatic DSBs (Figure 1C). Thus, we irradiated control and dGcn5-depleted cells and quantified the H3K9ac intensity levels in euchromatin (H3K9me3-low) and heterochromatin (H3K9me3-high) at DSBs (visualized by γH2Av) (Supplementary Figure S2H) 5 min after damage induction (Figure 1E). In line with our ChIP-qPCR results at single DSBs *in vivo* (Figure 1C), we find a significant increase in heterochromatic H3K9ac levels after irradiation of cells in culture (Figure 1E). In contrast, the H3K9ac increase was more modest and not significant in damaged euchromatic regions (Figure 1F). This result further supports the idea that H3K9ac levels are differentially regulated in damaged euchromatin and heterochromatin. Importantly, depletion of dGcn5 abolished the damage-dependent increase in H3K9ac levels, suggesting that dGcn5 is required for the deposition of new H3K9ac marks at the sites of heterochromatic DSBs (Figure 1E, F, Supplementary Figure S2H).

We previously found that the repair of heterochromatic DSBs depends on the removal of H3K9me2/3 by the demethylase dKDM4A (45,46). Since methylated histone residues are chemically resistant to other types of epigenetic modifications, we hypothesized that dKDM4A-mediated demethylation is necessary for the deposition of H3K9ac at heterochromatic DSBs. To test this, we irradiated control and dKDM4A-depleted cells and quantified the H3K9ac intensity levels at DSBs in euchromatin and heterochromatin (Supplementary Figure S3A, Figure 1E, F). Surprisingly, we found that the absence of dKDM4A did not affect the increase in H3K9ac levels at heterochromatic breaks. In line with our observations in cultured cells, we found that H3K9ac levels at heterochromatic DSBs were also unaffected in irradiated wing discs from homozygous dKDM4A mutant larvae (ΔdKDM4A) (Supplementary Figure S3B) (46,51). This suggests that the H3K9ac marks at DSBs in heterochromatin are not deposited on the same histones demethylated by dKDM4A, and therefore indicates that H3K9 demethylation and acetylation are two independent events occurring at heterochromatic DSBs.

In conclusion, our data reveal that the histone acetyl transferase dGcn5 is rapidly recruited to heterochromatic DSBs and deposits new H3K9ac marks at the damaged sites. Moreover, this heterochromatin-specific increase in H3K9ac occurs independently of dKDM4A-mediated H3K9me2/3 removal.

### dGcn5 promotes timely movement and repair of heterochromatic DSBs

In *Drosophila*, heterochromatic DSBs relocate to the heterochromatin- and nuclear-periphery within 30 min after irradiation (25,29,30). Since we observed a heterochromatin-specific increase in dGcn5-mediated H3K9 acetylation as early as 5 min after irradiation (Figure 1D–F), we hypothesized that this local post-translational modification is one of the factors that promote heterochromatic DSB movement. To test this, we depleted dGcn5 in *Drosophila* cells in culture and assessed the presence of DSBs (γH2Av foci) in heterochromatin (DAPI bright (25,62)) and euchromatin (DAPI weak) at specific time points following 5 Gy irradiation (Figure 2A). Consistent with earlier findings (25), we find that the number of heterochromatic DSBs in control cells peaked 10-20 min after irradiation (Figure 2B). This peak was followed by a steep decrease in the number of γH2Av foci located within heterochromatin, indicative of DSB movement and repair (Figure 2B) (25). Cells depleted of dGcn5 acquired the same number of heterochromatic DSBs within a similar timeframe as control cells (Figure 2B). However, the number of DSBs remained high within the heterochromatin domain (30-180 min after irradiation) and did not decline as steeply as in control cells (Figure 2A, B). These results suggest that loss of dGcn5 results in delayed heterochromatic DSB movement when compared to the control. In euchromatin (DAPI weak), we did not observe any difference in number of DSBs between control and dGcn5 RNAi cells within 0-180 min after damage induction (Figure 2A, C).

**Figure 2.**
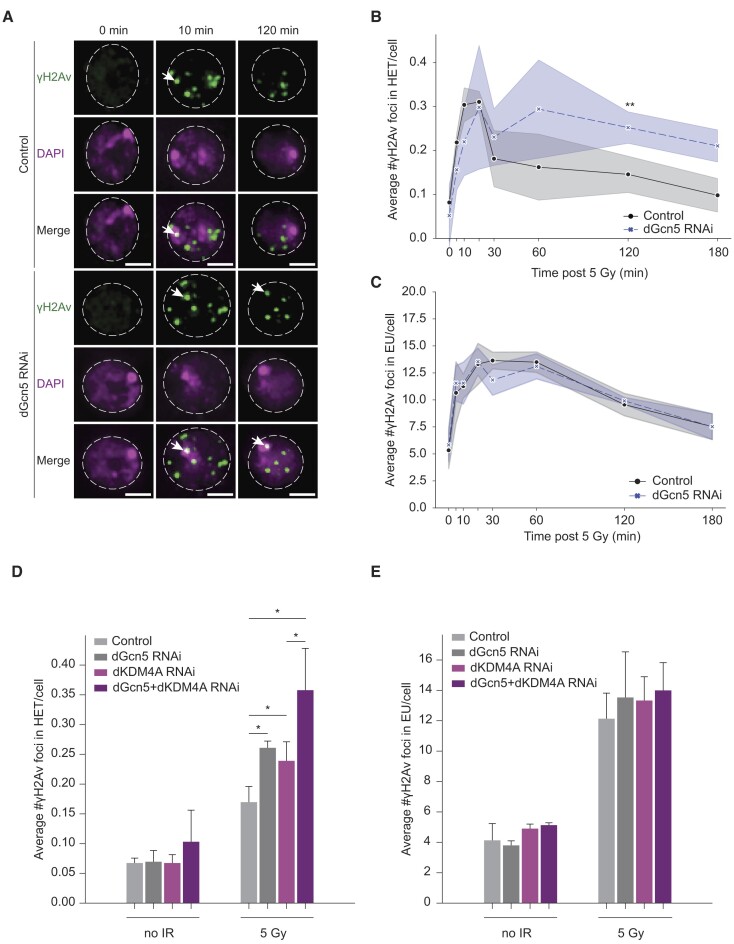
dGcn5 promotes repair of heterochromatic DSBs. (**A**) Representative images of Kc cells depleted for yellow (control) and dGcn5 fixed at indicated time points following 5 Gy irradiation. Cells were stained for γH2Av (green, DSB marker) and DAPI (magenta). White arrows indicate γH2Av foci in DAPI bright domain (heterochromatin). Dashed lines enclose the nuclei. Cells at time point 0 were fixed without prior irradiation. Scale bar = 2 μm. (**B**,**C**) Quantification of images as in (A). Average number of γH2Av foci in DAPI bright (B) and DAPI weak (C) is shown at indicated time points. Shade bars represent mean ± SD from three independent experiments. (**D**,**E**) Quantification of γH2Av foci inside DAPI bright (D) and DAPI weak (E) in non-irradiated versus 120 min after irradiation control (*yellow* dsRNA), dGcn5-depleted, dKDM4A-depleted or dGcn5 and dKDM4A co-depleted Kc cells. HET = heterochromatin, EU = euchromatin. Error bars represent mean + SD from three independent experiments. (*) *P*-value ≤ 0.05, (**) *P*-value ≤ 0.01, paired *t*-test. If not shown, *P*-value not significant (>0.05).

Finally, we observed that 24 h after irradiation the number of heterochromatic DSBs in dGcn5-depleted cells was still significantly higher than in control cells, indicating that the absence of dGcn5 leads to persistent defects in DSB repair (Supplementary Figure S4A). We also observed persistent DSBs in euchromatin 24 h after irradiation, possibly reflecting an indirect effect of inefficient heterochromatic DSB repair (Supplementary Figure S4B). Altogether, our data indicate that knockdown of dGcn5 specifically results in impaired heterochromatic DSB movement.

Our results suggest that the demethylation of H3K9me3 by dKDM4A is not a pre-requisite for the dGcn5-mediated deposition of new H3K9ac marks at heterochromatic DSBs (Figure 1E, F). dGcn5 and dKDM4A might therefore be involved in two separate pathways that both promote DSB movement and repair in heterochromatin. In order to investigate this, we depleted dGcn5 and dKDM4A in *Drosophila* cells in culture and assessed the number of DSBs remaining in the heterochromatin domain 120 min after irradiation (Figure 2D, E, Supplementary Figure S4C, D). As previously reported by us (46), single depletion of dKDM4A led to an increase in DSB foci within heterochromatin, indicative of a defect in DSB movement (Figure 2D). Interestingly, simultaneous depletion of dGcn5 and dKDM4A led to an additive effect on the number of DSB foci remaining within heterochromatin when compared to their single depletions (Figure 2D). Moreover, the combined depletion of dGcn5 and dKDM4A did not cause an additive repair defect in euchromatin (Figure 2E). We conclude that the additive effect on heterochromatic DSB accumulation observed in dGcn5 and dKDM4A co-depleted cells suggests that H3K9ac and H3K9me2/3 demethylation are two independent histone modifying events that both promote heterochromatic DSB movement.

Previous studies found that heterochromatic DSB movement is predominantly associated with repair by HR (25,28). Early HR steps (e.g. end-resection) occur within heterochromatin, whereas the later steps of HR (i.e. Rad51 assembly) resume only after DSBs have moved outside of the heterochromatin domain (25). Since our data reveal a delayed heterochromatic DSB movement upon dGcn5 knockdown (Figure 2A, B), we wished to address whether the early HR process within the heterochromatin domain would be affected in the absence of dGcn5. ATR Interacting Protein (ATRIP) is one of the proteins involved in early HR repair by binding to the RPA-ssDNA complex (63) and has been found to be efficiently recruited to both eu- and hetero-chromatic DSBs (25,63). We performed live imaging of fluorescently tagged ATRIP within the heterochromatin domain (visualized with HP1a) following 5 Gy irradiation in the absence and presence of dGcn5. By following ATRIP foci kinetics (time from appearance to disappearance) as well as its dynamics (movement) in the HP1a domain, we find that, in the absence of dGcn5, ATRIP foci in the HP1a domain display defective movement (Figure 3A–C). In the control situation, ATRIP foci remained on average 16 min in the HP1a domain (Figure 3C), after which they either move (52%, Supplementary Figure S4E) or get resolved within the domain. This is in line with previous live imaging of DSBs in fly tissues (30), which revealed that when DSBs arise inside the heterochromatic domain, they either move towards the heterochromatin periphery to complete repair or stay inside the domain and get resolved. These immobile DSBs represent a smaller percentage of damage foci and could potentially reflect repair by alternative mechanisms (e.g. NHEJ, MMEJ, SSA) (30).

**Figure 3.**
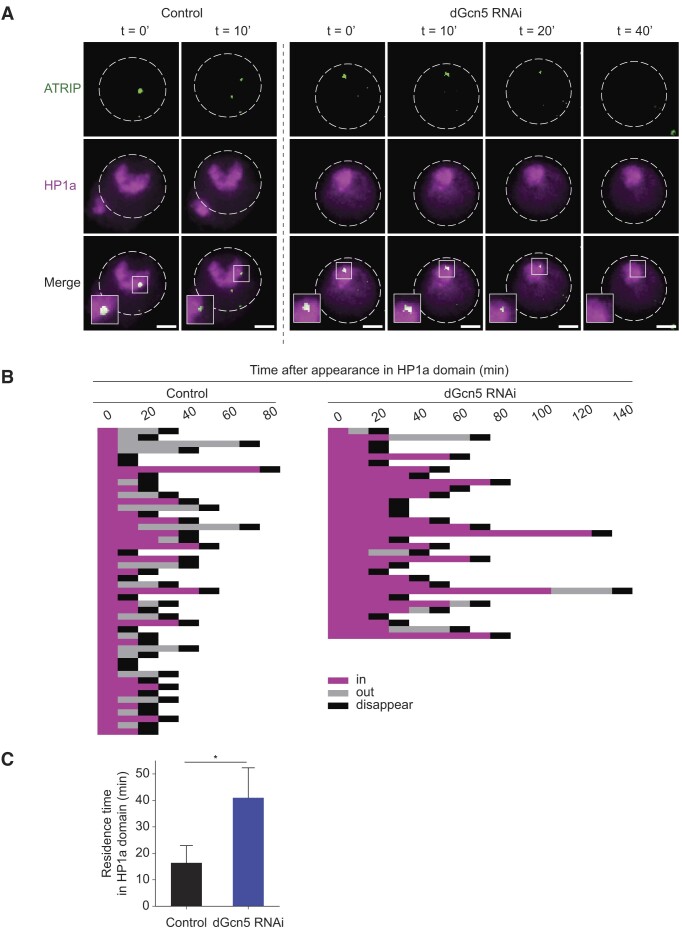
dGcn5 is required for DSB movement outside the HP1a domain. (**A**) Representative time-lapse images of ATRIP foci (green, HR protein) within the HP1a domain (magenta) in irradiated (5 Gy) control (*yellow* dsRNA) or dGcn5 depleted Kc cells. Insets are zoom-in views of heterochromatic ATRIP foci. Dashed lines enclose the nuclei. Scale bars = 2 μm. (**B**) Quantification of time-lapse movies as in (A). ATRIP foci movement and kinetics plotted from their appearance in the HP1a domain (0′, magenta) to the timepoint they moved outside of the HP1a domain (‘out’, grey) or resolved (‘disappear’, black). Each row indicates quantification of one ATRIP focus.(**C**) Quantification of the mean residence time of ATRIP foci within the HP1a domain. (*) *P*-value ≤ 0.05, paired *t*-test. Error bars represent mean + SD from three independent experiments.

When compared to control cells, ATRIP foci in dGcn5 depleted cells remained twice as long inside the HP1a domain (on average 41 min) before they moved out (32%, Supplementary Figure S4E) or resolved (Figure 3A–C). This result is consistent with the observed retention of γH2Av foci within heterochromatin in irradiated fixed cells (Figure 2). We do not find a defect in initial ATRIP recruitment to DSBs in heterochromatin (Supplementary Figure S4F), indicating that early end-resection steps can occur in the absence of dGcn5 and that, specifically, later steps (DSB movement and repair) are significantly delayed.

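Bulk RNA-seq was performed on Kc cells, a line derived from Drosophila melanogaster embryos. The cells had been treated with double-stranded RNA (dsRNA), which directs the degradation of mRNA with the same sequence, for 5 days. The groups that the paper's RNA-seq methods name are cells treated with dsRNA against dGcn5 and control cells treated with dsRNA against yellow, a pigmentation gene that the files list as y. The deposited table also holds libraries labelled with dsRNA against Elp3, another histone acetyl transferase, and against nej, the Drosophila homolog of the acetyl transferase CBP. Each of the 4 groups has 3 replicates, so that 12 libraries were used in all. The authors prepared stranded libraries from polyadenylated RNA, aligned the reads to the BDGP6.32 genome and counted them on annotated exons. The table they deposited gives these counts, without normalization, for 23882 features, of which 6052 carry no gene name and were kept under their identifiers. The paper's text does not name whether the counting used the strand or the molecular identifiers of the adapters, or how reads with several matches were treated. The counts of the control libraries summed to between 22217755 and 23198850 per library, with a median of 22230269. Those of the dGcn5-depleted libraries summed to between 19102102 and 22238424, with a median of 20636884. The totals were 19781632 to 21926003 (median 20490321) in the libraries labelled Elp3 and 19804018 to 21129143 (median 20584955) in those labelled nej.

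Replicates of the same group differed by more than counting noise. The chi-square per degree of freedom between the counts of 2 replicates, which is 1 for counting noise alone, was 30.01 for control replicates 1 and 2 and 413 for control replicates 2 and 3. Between dGcn5-depleted replicates it was 38.9 for replicates 1 and 2 and 256 for replicates 2 and 3. Part of this spread followed gene length. The log2 deviation of a gene from its mean over the 12 libraries changed with each doubling of exon length by 0.13 and 0.15 in control replicates 1 and 2 and by -0.33 in control replicate 3. In the dGcn5-depleted libraries the slopes were -0.13, -0.21 and 0.05 for replicates 1, 2 and 3.

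**Figure D1:**
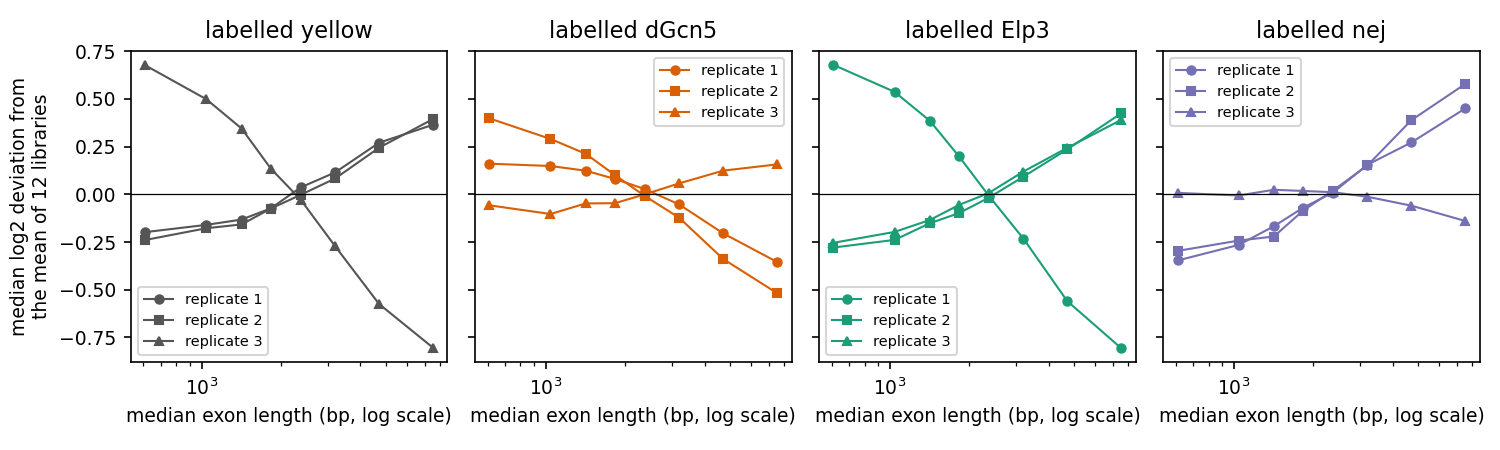
Median log2 deviation of genes from their mean over the 12 libraries (vertical axis) in bins of exon length (horizontal axis, base pairs, log scale), with a panel for each dsRNA named in the library labels and a line for each replicate. From the shortest to the longest bin the median fell by 1.48 on the log2 scale in control replicate 3 and rose by 0.63 in control replicate 2.

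Expression in the 3 dGcn5-depleted libraries was compared with that in the 3 control libraries with edgeR's quasi-likelihood test on the counts as deposited. Library sizes were normalized by the TMM method, and 9820 features passed edgeR's filter on low counts. With Benjamini-Hochberg adjustment, 0 genes had an adjusted p-value under 0.05, and the smallest adjusted p-value of this quasi-likelihood test was 0.421. At an unadjusted p-value under 0.05 there were 360 genes, 198 higher and 162 lower in dGcn5-depleted cells, where chance alone gives 491. Whether this number lay under that of chance depended on the trend with gene length. With the trend removed from each library, a step added after the values were seen, the number was 782. The biological coefficient of variation was 38.2%, and the 95% confidence interval of a log2 fold change reached a median of 0.80 to either side. In 8.15% of the genes tested, all dGcn5-depleted libraries lay on the same side of all control libraries, where chance gives 10%. The number of genes called depended on the test. DESeq2, the tool the paper used, called 47 genes on the same 6 libraries and 18 genes when fitted to all 12. Limma-voom with sample quality weights called 4765 genes and gave the third control and dGcn5-depleted replicates weights of 0.111 and 0.232.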

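The targets of the dsRNAs were examined first in every library, in CPM (counts scaled to library size) after TMM normalization. The dGcn5 transcript is listed as Gcn5 (FBgn0020388), on chromosome 3L of BDGP6.32 from 12521129 to 12524014. Its exons share 28 bp with ver, which lies on the other strand. Gcn5 measured 138 ± 11.1 CPM (SD, n = 3) in control libraries and 40.1 ± 10.3 CPM (SD, n = 3) in dGcn5-depleted libraries. The dGcn5-depleted replicates 1, 2 and 3 held 20.8%, 31.4% and 35.2% of the control mean. All 3 lay below every other library (exact two-sided permutation test against the control libraries, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change was -1.78 (standard error 0.25, 95% confidence interval -2.36 to -1.20), with an adjusted p-value of 0.421 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It stayed between -1.93 and -1.54 when each library was left out in turn. With DESeq2 on the same libraries the log2 fold change was also -1.78, and the adjusted p-value from its Wald test with Benjamini-Hochberg adjustment was 1.23e-05. Gcn5 measured 77.9% of the control mean in the libraries labelled Elp3 and 77.0% in those labelled nej. The target of the control dsRNA, y (FBgn0004034, chromosome X from 356509 to 361245), measured 23.1 ± 18.2 CPM (SD, n = 3) in the control libraries and 23.1 ± 16.5 CPM (SD, n = 3) in the dGcn5-depleted libraries. A fall of y in the control libraries was not detectable against this spread, so that y does not check their label.

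The counts of Elp3 (FBgn0031604, chromosome 2L from 4444732 to 4446765) and nej (FBgn0261617, chromosome X from 9665442 to 9687066) went against the labels that name them. Elp3 measured 52.5 ± 6.46 CPM (SD, n = 3) in control libraries and 3235 ± 1178 CPM (SD, n = 3) in the libraries labelled Elp3. For nej the values were 148 ± 88.2 CPM (SD, n = 3) in control libraries and 1417 ± 1595 CPM (SD, n = 3) in the libraries labelled nej. The exons of Elp3 share 96 bp with MFS18 on the other strand, and those of nej share 908 bp with annotated transposable elements on the same strand.

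**Figure D2:**
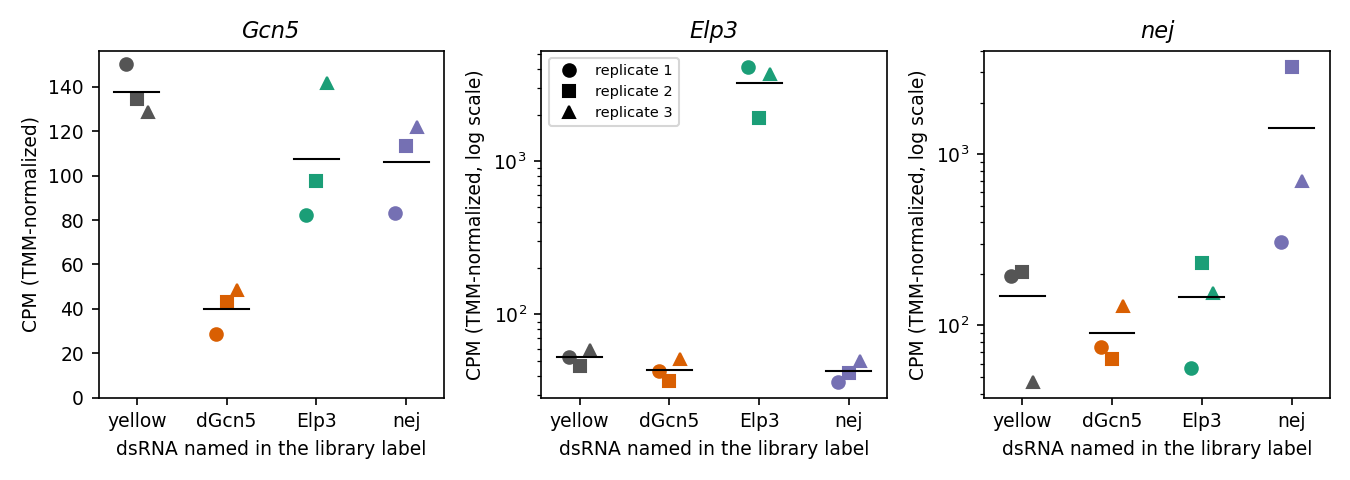
CPM after TMM normalization (vertical axis; log scale for Elp3 and nej) of Gcn5, Elp3 and nej in the libraries grouped by the dsRNA that their labels name (horizontal axis). Each point is a library, and the line is the mean of a group (n = 3). Gcn5 lies between 28.6 and 48.5 CPM in the dGcn5-depleted libraries and between 128 and 150 CPM in the control libraries.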

To exclude that the observed DSB repair defects are due to changes in expression of DSB repair genes, we performed bulk RNA-sequencing (RNA-seq) of dGcn5-depleted and control cells. These data reveal that the expression of known DSB repair genes remained unchanged upon dGcn5 depletion (Supplementary Figure S5A, Supplementary Tables S2 and S3). In addition, dGcn5 knockdown had no significant effect on the expression of cell-cycle regulated genes or cell-cycle progression based on RNA-seq data and EdU staining respectively (Supplementary Figure S5A, B, Supplementary Table S4).

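The 12 repair protein genes of Supplementary Table S3 are mei-41, mus304, mu2, mus101, Irbp, Ku80, CtIP, tos, Blm, spn-A, dgrn and Brca2, and all passed the filter on low counts. Of these, 0 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. The count was also 0 when adjusted over the list alone, and 0 genes had an unadjusted p-value under 0.05 (1 without control replicate 3 or without dGcn5-depleted replicate 3). The supplement does not say how the genes of Table S3 were chosen, and if values of these libraries entered the choice, the adjustment over the list alone is not independent evidence. The log2 fold change was below 0 for 10 genes and above 0 for 2 genes. The largest fall was that of mei-41 (FBgn0004367, chromosome X from 16391698 to 16399850), from 28.8 ± 16.8 CPM (SD, n = 3) in control cells to 21.6 ± 3.09 CPM (SD, n = 3) in dGcn5-depleted cells. Its log2 fold change was -0.41 (standard error 0.48, 95% confidence interval -1.54 to 0.71), with an adjusted p-value of 0.984 from the same quasi-likelihood test with Benjamini-Hochberg adjustment. The largest rise was that of Brca2 (FBgn0050169, chromosome 2R from 24526172 to 24529581), from 23.1 ± 1.74 CPM (SD, n = 3) to 30.9 ± 2.88 CPM (SD, n = 3). Its log2 fold change was 0.42 (standard error 0.20, 95% confidence interval -0.06 to 0.89), with an adjusted p-value of 0.984 from that quasi-likelihood test with Benjamini-Hochberg adjustment. The exons of mei-41 and Brca2 share 69 bp and 28 bp with genes on the other strand.

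**Figure D3:**
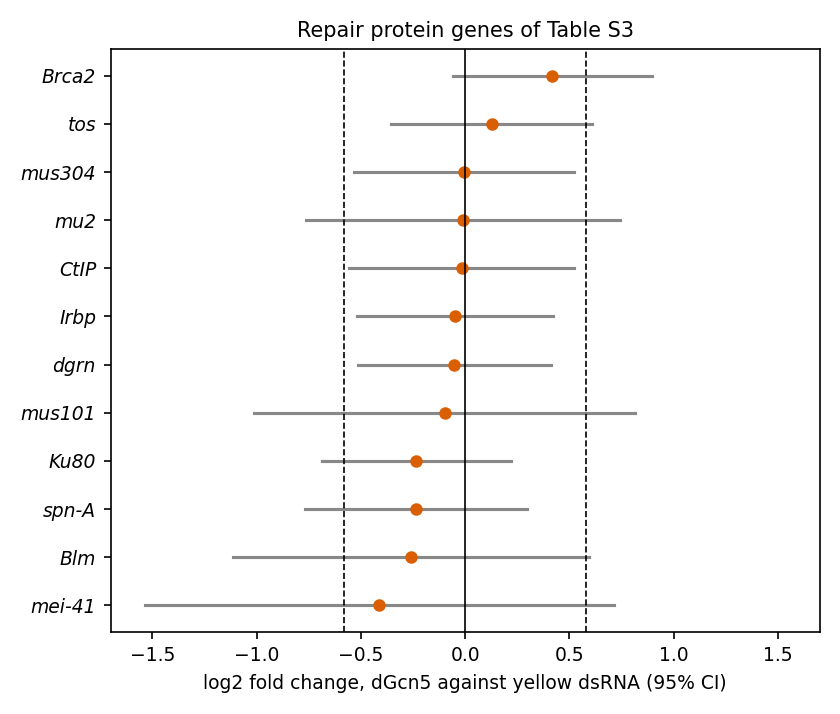
Log2 fold change between dGcn5-depleted and control cells (horizontal axis) of the 12 repair protein genes of Table S3 (vertical axis). Points are estimates from the 3 libraries of each group, bars are 95% confidence intervals, and dashed lines mark the threshold of 0.58 that Table S2 uses. Every bar crosses 0, and 4 bars lie between the dashed lines.

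The width of the intervals sets the size of change that these libraries could have shown. The 95% confidence interval lay within 0.58 of 0 on the log2 scale for 4 of the 12 genes and within 1 for 9 genes. A change of 0.58 was thus not excluded for the other 8. The number within 0.58 was 6 without control replicate 3, 1 without dGcn5-depleted replicate 3, and 0 when any of the 4 remaining libraries was left out. The log2 fold change of mei-41 depended on the control library left out. Without control replicate 3 it was -0.79, with an adjusted p-value of 0.2 from the quasi-likelihood test with Benjamini-Hochberg adjustment. Without control replicate 2 it was -0.079. As a set, the genes had a mean log2 fold change of -0.02 (camera with a preset correlation, p = 0.855; adjusted over the 6 sets tested, 0.855). The mean ran from -0.14 without control replicate 3 to 0.058 without control replicate 2, so that its sign depended on the library left out. Set means given here and below are differences in mean log2 CPM between groups. They can differ from the mean of the fitted log2 fold changes of single genes. The set was also not called by fry (p = 0.882) or by camera with an estimated correlation (p = 0.857). Limma-voom with sample quality weights called 4 of the genes, of which Blm, mus101 and mei-41 were lower and Brca2 was higher. Over all genes its calls followed exon length, with a median of 1391 bp in genes called higher and 4509 bp in genes called lower. With control replicates 1 and 2 and dGcn5-depleted replicate 3 set against the rest, it called 5396 genes, against 4765 in the real grouping. The 4 calls thus do not decide whether these genes responded to dGcn5 depletion.

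A wider list of 58 DSB repair, checkpoint and SMC5/6 genes was fixed before the data were examined, of which 56 were matched by name and 54 were tested. It held 0 genes with an adjusted p-value under 0.05, also adjusted over the list alone, and 1 gene with an unadjusted p-value under 0.05. The unadjusted count was 5 without control replicate 3, 4 without dGcn5-depleted replicate 3 and 0 without any of the 4 other libraries. The gene was rad50 (FBgn0034728), at 345 ± 59.2 CPM (SD, n = 3) in control cells and 66.1% of that mean in dGcn5-depleted cells. The dGcn5-depleted libraries (209.9 to 248 CPM) lay below every library of the other groups, of which the lowest held 280.5 CPM. The gene was, however, picked from the 54 tested by its p-value. Its log2 fold change was -0.59 (95% confidence interval -1.11 to -0.08), with an adjusted p-value of 0.984 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the wider list the log2 fold change averaged 0.03 (camera with the same preset correlation, p = 0.686; adjusted over the 6 sets, 0.855), and ran from 0.017 without control replicate 3 to 0.11 without dGcn5-depleted replicate 1. A further list of 19 genes, fixed in the same way for DSB movement, held 0 genes with an adjusted p-value under 0.05. Gcn5 and rad50 had an unadjusted p-value under 0.05, a count of 2 that was 4 without control replicate 3 and 1 without control replicate 1 or 2 or without dGcn5-depleted replicate 1 or 2. From the values of the DSB repair genes, the paper reasons that the repair defects of dGcn5-depleted cells are not due to altered transcription of those genes.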

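The 7 cell-cycle genes of Supplementary Table S4 are E2f1, E2f2, CycA, CycB, CycD, CycE and CycB3, all of which were tested in the RNA-seq libraries. The count with an adjusted p-value under 0.05 was 0, both over all genes tested and adjusted over the list alone, and 0 genes had an unadjusted p-value under 0.05 (1 without control replicate 3). The supplement does not say how these genes were chosen either. Changes on the log2 scale ran from -0.25 for E2f1 to 0.06 for CycB3, with 5 genes lower and 2 higher in dGcn5-depleted cells. E2f1 (FBgn0011766, chromosome 3R from 21620304 to 21660871) measured 167 ± 76.0 CPM (SD, n = 3) in control cells and 141 ± 6.58 CPM (SD, n = 3) in dGcn5-depleted cells, a difference smaller than the spread between control replicates. The 95% confidence interval of its log2 fold change was -1.08 to 0.58 (standard error 0.36), and the adjusted p-value was 0.984 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its exons share 283 bp with a non-coding RNA on the other strand. CycA (FBgn0000404, chromosome 3L from 11826719 to 11833578) measured 276 ± 29.4 CPM (SD, n = 3) in dGcn5-depleted cells, 85.7% of the control mean. The log2 fold change of CycA ran from -0.42 without control replicate 3 to 0.002 without control replicate 2.

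**Figure D4:**
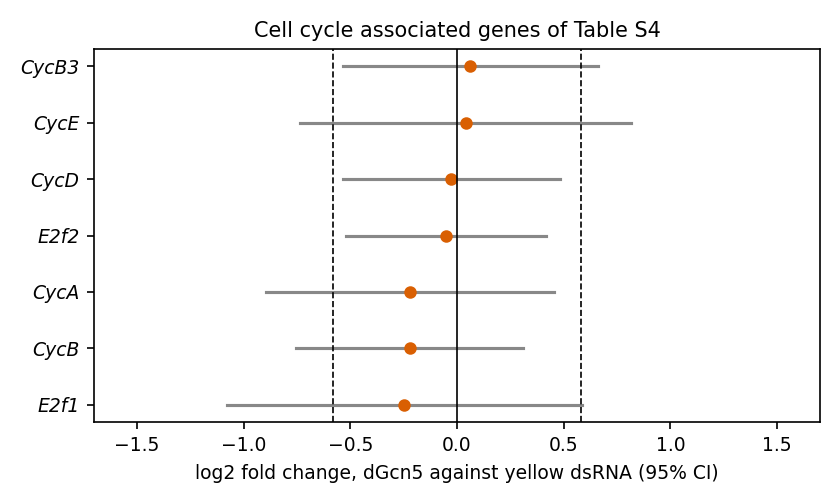
Log2 fold change between dGcn5-depleted and control cells (horizontal axis) of the 7 cell-cycle genes of Table S4 (vertical axis). Points are estimates from the 3 libraries of each group, bars are 95% confidence intervals, and dashed lines mark 0.58 to either side of 0. Every bar crosses 0, and only those of E2f2 and CycD lie between the dashed lines.

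Of the 7 intervals, 2 lay within 0.58 of 0 and 6 within 1. The number within 0.58 was also 2 without control replicate 3, and 0 when any of the 5 other libraries was left out. Without control replicate 3, the log2 fold change of E2f1 was -0.53, with an adjusted p-value of 0.232 from the quasi-likelihood test with Benjamini-Hochberg adjustment, and without control replicate 2 it was 0.08. The sign of the E2f1 value thus changed with the control library left out. The mean log2 fold change of the 7 genes was -0.06 (camera with a preset correlation, p = 0.564; adjusted over the 6 sets tested, 0.855). It ran from -0.20 without control replicate 3 to 0.084 without control replicate 2, so that its sign depended on the library left out. The set was not called by fry (p = 0.769) or by camera with an estimated correlation (p = 0.699). A wider list of 40 cell-cycle genes, fixed in the same way as the wider repair list, had 33 genes lower and 7 higher. Its mean log2 fold change was -0.09 (camera with the same preset correlation, p = 0.0575; adjusted over the 6 sets, 0.345), from -0.11 without control replicate 3 to -0.017 without control replicate 2, and fry gave p = 0.342 and camera with an estimated correlation p = 0.334. In that list 0 genes had an adjusted or an unadjusted p-value under 0.05, and the unadjusted count was 3 without control replicate 3 and 1 without dGcn5-depleted replicate 3. Limma-voom with sample quality weights called 2 of the 7 genes, E2f1 and CycA, both lower in dGcn5-depleted cells. These calls carry the limits given above for its calls of repair genes.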

Together, these results suggest that H3K9 acetylation, mediated by dGcn5, plays a crucial role in promoting the movement and HR repair of heterochromatic DSBs and functions independently of dKDM4A.

### dGcn5 promotes the recruitment of the SUMO E3 ligase Nse2/Qjt to heterochromatic DSBs

Our results reveal that dGcn5 is required for the movement of heterochromatic DSBs (Figures 2 and 3), and therefore we sought to investigate the mechanism through which dGcn5 contributes to this process. One of the most important regulators of DSB movement in heterochromatin is *Drosophila* Nse2 (Cervantes/Quijote), a SUMO E3 ligase that is part of the SMC5/6 complex (32). In order to test the impact of loss of dGcn5 on *Drosophila* Nse2, we monitored the effect of dGcn5 depletion on the recruitment of Quijote (Qjt) to hetero- and eu-chromatic DSBs. We irradiated cells to induce the formation of DSBs and subsequently performed live imaging of fluorescently tagged Qjt and HP1a (Figure 4A–C). In line with previous studies (29,32), we find that Qjt overlaps with the complete heterochromatin domain (defined by HP1a) in non-irradiated cells, and that Qjt foci form in both eu- and hetero-chromatin upon irradiation (Figure 4A–C). These previous studies also showed that Qjt foci remain in the damaged heterochromatic domain until ∼10 min after DSB induction, then move outside of the domain (29,32). Interestingly, although we did not observe any difference in the appearance of γH2Av foci in heterochromatin 10 min after irradiation in control cells (Figure 2B), we do find that dGcn5-depleted cells display a decreased number of Qjt foci inside the HP1a domain (Figure 4B). Importantly, this phenotype was specific for Qjt recruitment to heterochromatic DSBs, as we observed no difference in the number of Qjt foci within euchromatin upon dGcn5 depletion (Figure 4C). This result suggests that dGcn5 promotes the recruitment of Qjt to heterochromatic DSBs, which is subsequently required for efficient and timely DSB movement outside the HP1a domain. Altogether, the DSB movement defects (Figures 2 and 3) and the impaired Qjt recruitment in dGcn5-depleted cells (Figure 4) suggest that dGcn5, and the dGcn5-dependent increase in H3K9ac at heterochromatic DSBs, act as key players in the DSB movement pathway in heterochromatin by stimulating the recruitment of crucial regulatory factors, such as Qjt, to the damaged heterochromatin domain.

**Figure 4.**
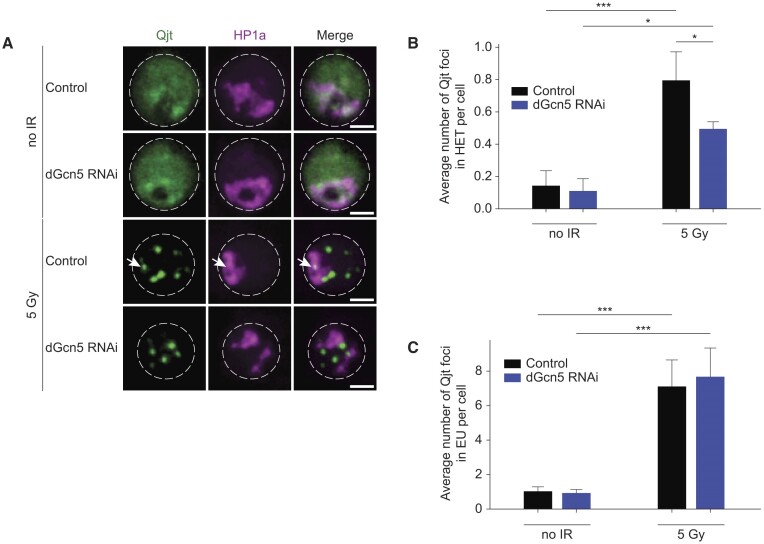
dGcn5 promotes Qjt recruitment at heterochromatic DSBs. (**A**) Representative time-lapse images of Kc cells expressing HP1a (magenta, heterochromatin) and Qjt (Nse2, green) with indicated conditions. Arrowhead indicates Qjt focus residing inside the HP1a domain. Dashed lines enclose the nuclei. Scale bars = 2 μm. (**B**,**C**) Quantification of Qjt foci inside the HP1a domain (B) and in euchromatin (C, outside HP1a domain) in non-irradiated versus 10 min after irradiation control (*yellow* dsRNA) and dGcn5-depleted Kc cells. HET = heterochromatin, EU = euchromatin. Error bars represent mean + SD from three independent experiments. (*) *P*-value ≤ 0.05, (***) *P*-value ≤ 0.001, one way ANOVA test followed by Tukey's multiple comparison. If not shown, *P*-value not significant (>0.05).

### dGcn5 mutant flies depend on ATR for their survival

In order to confirm the contribution of dGcn5 to heterochromatic DSB repair *in vivo*, we employed dGcn5 heterozygous mutant flies that contain a premature stop codon on residue 333 (dGcn5 [E333st]/+) (Figure 5A) (58). dGcn5 mutant flies are homozygous lethal but are heterozygous viable; heterozygous mutant larvae display a seventy percent reduction in dGcn5 mRNA and a significant decrease in H3K9ac levels (Supplementary Figure S6A–C) (58,64). We dissected wing discs tissues from dGcn5 [E333st]/+ third instar larvae and determined the number of DSBs (γH2Av foci) in heterochromatin (H3K9me3 region) before and after 5 Gy irradiation (Figure 5B, C). Consistent with our findings in cultured cells, we observed that, at 120 min after irradiation, DSBs accumulated in heterochromatin of dGcn5 mutant tissue, indicating that the movement of heterochromatic DSBs *in vivo* also requires dGcn5.

**Figure 5.**
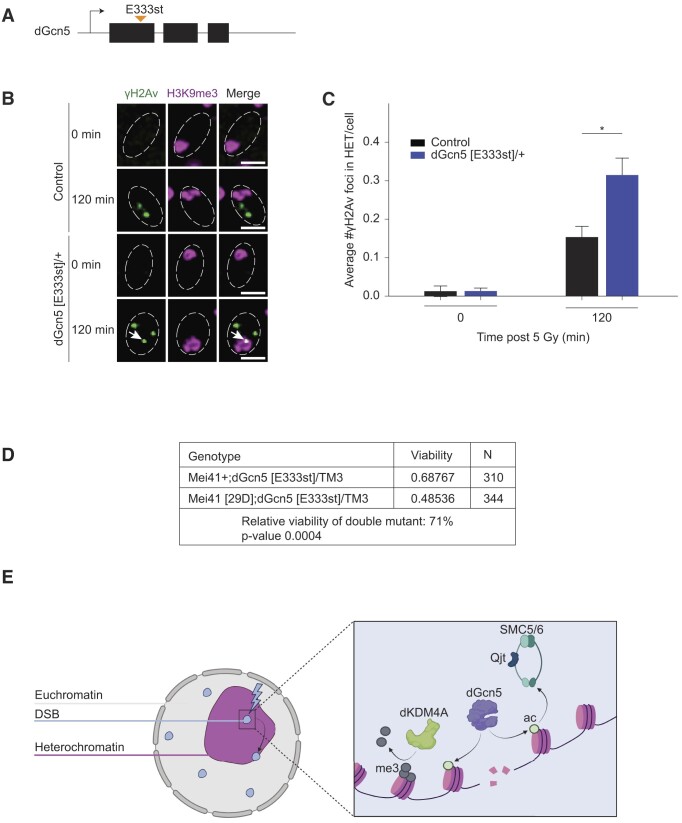
dGcn5 mutant is synthetically lethal with ATR mutant. (**A**) Schematic representation of the dGcn5 [E333st] mutation. dGcn5 consists of three exons (black rectangles) and two introns (lines in between the black rectangles). The premature stop codon (E333st, orange arrow in first exon) is introduced in the three nucleotides encoding for the 333^rd^ amino acid (58). (**B**) Representative images of control and dGcn5 [E333st]/+ wing disc cells, fixed without prior irradiation (0 min) or 120 min after 5 Gy irradiation. Cells were stained for γH2Av (green, DSB marker) and H3K9me3 (magenta, heterochromatin marker). Dashed white lines indicate nuclei. Arrowheads indicate γH2Av foci inside the heterochromatic domain. Scale bar = 2 μm. (**C**) Quantification of images as in (B). Average number of γH2Av foci in heterochromatin is shown at indicated time points. Error bars represent mean + SD from three independent experiments. (*) *P*-value ≤ 0.05, one way ANOVA test followed by Tukey's multiple comparison. If not shown, *P*-value not significant (>0.05). (**D**) Synthetic lethality assay of dGcn5 mutant with ATR mutant. *N* = 310 flies for the control line (dGcn5 mutant, wild-type ATR allele (mei41+; dGcn5 [E333st]/+)) and *n* = 344 flies for the cross between dGcn5- and ATR- mutant flies (mei41 [29D]; dGcn5 [E333st]/+). Unpaired *t*-test. (**E**) Model for the role of dGcn5-mediated H3K9ac in heterochromatic DSB repair. The local transfer of an acetyl group onto H3K9 by dGcn5 at heterochromatic break sites leads to recruitment of SMC5/6-Nse2 (Qjt) which in turn promotes movement and repair of heterochromatic DSBs. The deposition of new H3K9ac marks by dGcn5 is independent of dKDM4A-mediated demethylation of H3K9me3. Figure 5E was created with Biorender.com.

Finally, to assess the relevance of dGcn5-mediated H3K9 acetylation in living animals, we performed a synthetic lethality assay using dGcn5 [E333st]/+ flies. The DNA damage repair kinase Ataxia telangiectasia and Rad3 related (ATR) is one of the proteins that rapidly respond to DSB events (65). Moreover, ATR has been shown to promote heterochromatic DSB movement (25). Combining dGcn5 [E333st]/+ with an ATR truncation mutation (mei41 [29D]) (66) results in a 30% decreased viability (Figure 5D), highlighting the synergistic roles of dGcn5 and ATR in DSB repair. Altogether our results suggest that dGcn5 mutant synthetic lethality with ATR is due to compromised heterochromatic DSB movement and repair.

## Discussion

Euchromatin and heterochromatin display different molecular and biophysical properties that can affect various aspects of DSB repair, including repair timing, DSB movement and repair pathway choice (31,44,67). While in recent years research has started to uncover the impact of chromatin components on DSB repair, much still remains to be discovered about how epigenetic changes at DSBs are orchestrated in different pre-existing chromatin environments (31,44,67). Here, we find that the movement of DSBs outside the heterochromatin domain is accompanied by H3K9 acetylation to ensure efficient resolution of the damaged DNA. We used our previously developed inducible single-DSB system in *Drosophila* tissues (30), as well as irradiated *Drosophila* tissues and cultured cells to reveal that timely repair of heterochromatic DSBs depends on the dGcn5-mediated deposition of H3K9ac at the site of damage. In the absence of dGcn5, DSBs accumulate inside the HP1a domain and take twice as long to resolve or relocate outside heterochromatin (Figure 3). Moreover, we find that H3K9ac at heterochromatic DSBs occurs independently of H3K9me2/3 demethylation by dKDM4A, previously identified to be important for heterochromatic DSB movement and repair (46).

Our data further suggest that defective DSB movement upon dGcn5 loss results from inefficient recruitment of the SMC5/6 complex component Nse2/Qjt to heterochromatic DSBs. We therefore propose a model in which dGcn5 mediates the local acetylation of heterochromatic H3K9 after DSB induction. Together with H3K9me2/3 demethylation, H3K9ac promotes movement and repair of the damaged DNA by facilitating the recruitment of Qjt to the HP1a domain (Figure 5E).

The finding that H3K9ac levels increase almost exclusively at DSB sites in pericentromeric heterochromatin (PCH) constitutes novel information. Indeed, previous work has reported both the accumulation and the reduction of H3K9ac at DNA damage sites in human and yeast cells (47–50). However, our *in vivo* ChIP-qPCR (Figure 1C) and cell data (Figure 1E, F) reveal that deposition of new H3K9ac marks is specifically enhanced at heterochromatic DSBs, suggesting that the levels of this mark are regulated according to the chromatin context in which the DSB is induced. This finding might therefore explain the conflicting results from previous studies in cells (47–50), which focused on the general chromatin response to DSBs, without considering differences in chromatin composition prior to DSB induction.

We found that two of the five DR-*white* heterochromatic lines (3het_2 and 3het_3) did not exhibit increase in H3K9ac levels at DSBs (Figure 1C), indicating that some degree of variability exists within the heterochromatin response to DSBs. We observed no correlation between the γH2Av- and the H3K9ac-fold change at DSB sites of different heterochromatic DR-*white* lines (Supplementary Figure S1, Figure 1), suggesting that the lack of H3K9ac enrichment at 3het_2 and 3het_3 DSBs is not caused by poor cutting efficiency of I-SceI. In addition, we previously found that the dKDM4A-dependent removal of H3K9me3 at the DR-*white* sites is efficient across all heterochromatic lines, indicating that the lack of newly-deposited H3K9ac at certain heterochromatic loci does not coincide with reduced removal of H3K9me2/3 (46). Lastly, we previously measured the levels of H3K9me3 at the undamaged DR-*white* heterochromatic loci through ChIP-qPCR (30) and found no correlation between the undamaged H3K9me3 levels and the post-damage H3K9ac levels across the DR-*white* heterochromatic lines, suggesting that the level of ‘heterochromatinization’ of a specific locus is not predictive of H3K9ac levels after damage induction.

Instead, our data suggest that different PCH regions may have differential H3K9ac dependencies for the repair of DSBs. For example, the necessity for H3K9ac at heterochromatic DSBs could potentially depend on the presence of other histone modifications or the localization of heterochromatic loci within the three-dimensional nucleus. These hypotheses could be tested in the future by examining the chromatin response to DSBs induced at many different heterochromatic loci simultaneously, for example by adopting an approach similar to the one recently employed by Schep *et al.* (68,69).

Interestingly, we were able to observe dGcn5 localizing to DSB sites in heterochromatin, in line with previous *in vitro* and cell studies which reported dGcn5 being recruited to euchromatic DSBs and UV damage sites in both yeast and humans (47,49,50,70). The finding that dGcn5 localizes to heterochromatic DSBs and specifically promotes their movement opens up new research directions. For example, how is dGcn5 recruited to heterochromatic DSBs? Previously, we showed that movement and repair of heterochromatic DSBs in *Drosophila* depend on demethylation of H3K9me3 and H3K56me3 by the demethylase dKDM4A (45,46). It would therefore be tempting to hypothesize that dGcn5 recruitment depends on dKDM4A, which would conveniently allow for control of H3K9ac deposition right after the demethylation of the same residue. However, in this study we find that the deposition of new H3K9ac marks by dGcn5 at heterochromatic DSBs does not require dKDM4A, suggesting that dGcn5 can be successfully recruited at break sites independently of dKDM4A. Several factors, including the MRN complex and the E2F1 transcription factor, have been previously implicated in promoting the localization of dGcn5 at euchromatic DNA damage sites in yeast and mammals (47,49,70). The recruitment of dGcn5 to heterochromatic DSBs might therefore depend on one of these proteins, although in this case another factor would have to confer specificity of the recruitment to heterochromatic DSBs.

We find that dGcn5 depletion leads to a decreased number of Qjt foci in damaged PCH, suggesting that dGcn5 or H3K9ac could also directly promote the recruitment of Qjt to DSBs. It has been previously reported that Qjt is recruited to heterochromatic DSBs as part of the SMC5/6 complex (25,29,32). Since none of the *Drosophila* SMC5/6 complex components possess a bromodomain (BRD, acetyl reader) (Uniprot database) (71), we hypothesize that the newly deposited H3K9ac marks do not act as direct binding sites for SMC5/6-Cerv/Qjt at DSBs. Nevertheless, one could envision a scenario in which Qjt is indirectly targeted by H3K9ac via an intermediate protein. Interestingly, a recent study in yeast proposed that dGcn5 and the SMC5/6 complex can directly interact, raising the possibility that the localization of Qjt at heterochromatic DSBs could also directly depend on dGcn5 binding (41).

While the SMC5/6 complex is also enriched at euchromatic DSBs (40), we did not observe a recruitment defect of Qjt to DSBs in euchromatin upon depletion of dGcn5 (Figure 4C). This suggests that Qjt binding to DSBs in eu- and hetero-chromatin is regulated through different pathways, where heterochromatic DSB recruitment of Qjt is promoted by dGcn5-mediated H3K9ac, while in euchromatin other pathways are involved. Finally, we and others observed that Qjt and the SMC5/6 complex are already broadly enriched in heterochromatin in undamaged conditions (25) (Figure 4A), and only become concentrated at specific DSB foci after irradiation. While the role of the SMC5/6 complex in unperturbed PCH is currently unknown, one intriguing possibility is that this localization pattern facilitates the fast recruitment of the complex to DSB sites upon deposition of new H3K9ac marks.

Another plausible role for H3K9ac at heterochromatic DSBs is the modulation of structural or biophysical properties of the damaged domain. dGcn5 has been reported to be important to promote chromatin accessibility at sites of DSBs and DNA replication (72,73). Moreover, H3K9ac is associated with transcription and therefore highly enriched in euchromatin (74–76). In the context of a biomolecular condensate such as heterochromatin (16,17), acetylation has been found to regulate the physical properties of chromatin by inhibiting phase separation (77). Therefore, the enrichment of H3K9ac at heterochromatic DSBs could stimulate the formation of a more open (euchromatin-like) structure, in order to facilitate DSB movement as well as the recruitment of certain repair factors. In line with this hypothesis, previous research has reported that heterochromatin decompaction at sites of DSBs is accompanied by accumulation of H4K5ac and removal of H3K9me3 (26). This raises the possibility that several ‘permissive’ histone marks, and not only H3K9ac, play important roles during the heterochromatic response to DSB and that, perhaps, the function of these newly-deposited marks is to collectively create a repair-permissive environment.

Interestingly, both H3K9me2/3 demethylation and H3K9 acetylation occur at DSBs in PCH. Although both histone modifying events are necessary for DSB movement, our results suggest these are two independent pathways. One intriguing possibility is that demethylation and acetylation independently change the biophysical properties of heterochromatin to allow repair. As such, demethylation could reduce the interaction of the DSB with HP1a and thereby locally promote the decompaction of the PCH domain. In addition, acetylation could make the chromatin state of the DSB incompatible with the heterochromatin domain, thereby promoting a more open, repair-permissive environment.

Interestingly, previous research in *Drosophila* revealed that a fraction of DSBs move from the heterochromatic core to the nuclear envelope, where repair is completed (29). While actin and myosin have been proposed to mediate the relocalization of DSBs between the heterochromatin periphery and the nuclear envelope, it is currently unknown what promotes the non-directed movement of DSBs from the inside to the periphery of the PCH domain (78). Our data suggest a possible mechanism for this step, where the demethylation and acetylation mediated by dKDM4A and dGcn5 respectively could alter the biophysical properties of the damaged DNA and thereby promote exclusion from the phase separated heterochromatin domain, thus triggering the relocalization of DSBs to the periphery of the domain. This is indeed in line with previous work that revealed histone acetylation can promote heterochromatin decondensation and subsequently allows DSB repair (26).

Finally, the identified synthetic lethality between ATR and dGcn5 mutant flies suggests that the correct functioning of the dGcn5-mediated DSB movement pathway is important to preserve genome stability. Since both ATR (25) and dGcn5 (this study) are required for proper movement of DSBs, we suggest that the decreased viability associated with the mutations in both proteins is due to the defective repair of heterochromatic DSBs. Although we cannot exclude that the synthetic lethality is caused by the contributions of dGcn5 to the recruitment of the SWI/SNF remodeling complex to DSBs (49,79), we did not observe defects in the γH2Av accumulation and resolution in euchromatin (Figure 2C), suggesting that euchromatic DSB repair can occur in the absence of dGcn5 in *Drosophila*.

Overall, our results provide an exciting illustration of how heterochromatin uniquely responds to a DSB and modifies its chromatin features to promote successful repair. This is in line with the idea that chromatin components and chromatin-associated factors actively participate in the process of DSB repair and are fine-tuned depending on the respective chromatin domain (31,46,80). Future research into how diverse chromatin environments affect and regulate the response to DSBs therefore represents a critical goal for understanding not only how genomic stability is maintained across the eukaryotic nucleus, but also how failure to maintain genomic integrity can result in disease development.

## Supplementary Material

gkae775_Supplemental_Files

## Data Availability

The RNA-seq data underlying this article are available in NCBI GEO database and can be accessed with ID GSE262489.

# Supplementary material for: DNA double-strand break movement in heterochromatin depends on the histone acetyltransferase dGcn5
**Source:** Nucleic Acids Res. 2024 Sep 11;52(19):11753–67. doi: 10.1093/nar/gkae775
**Supplement:** gkae775_Supplemental_Files

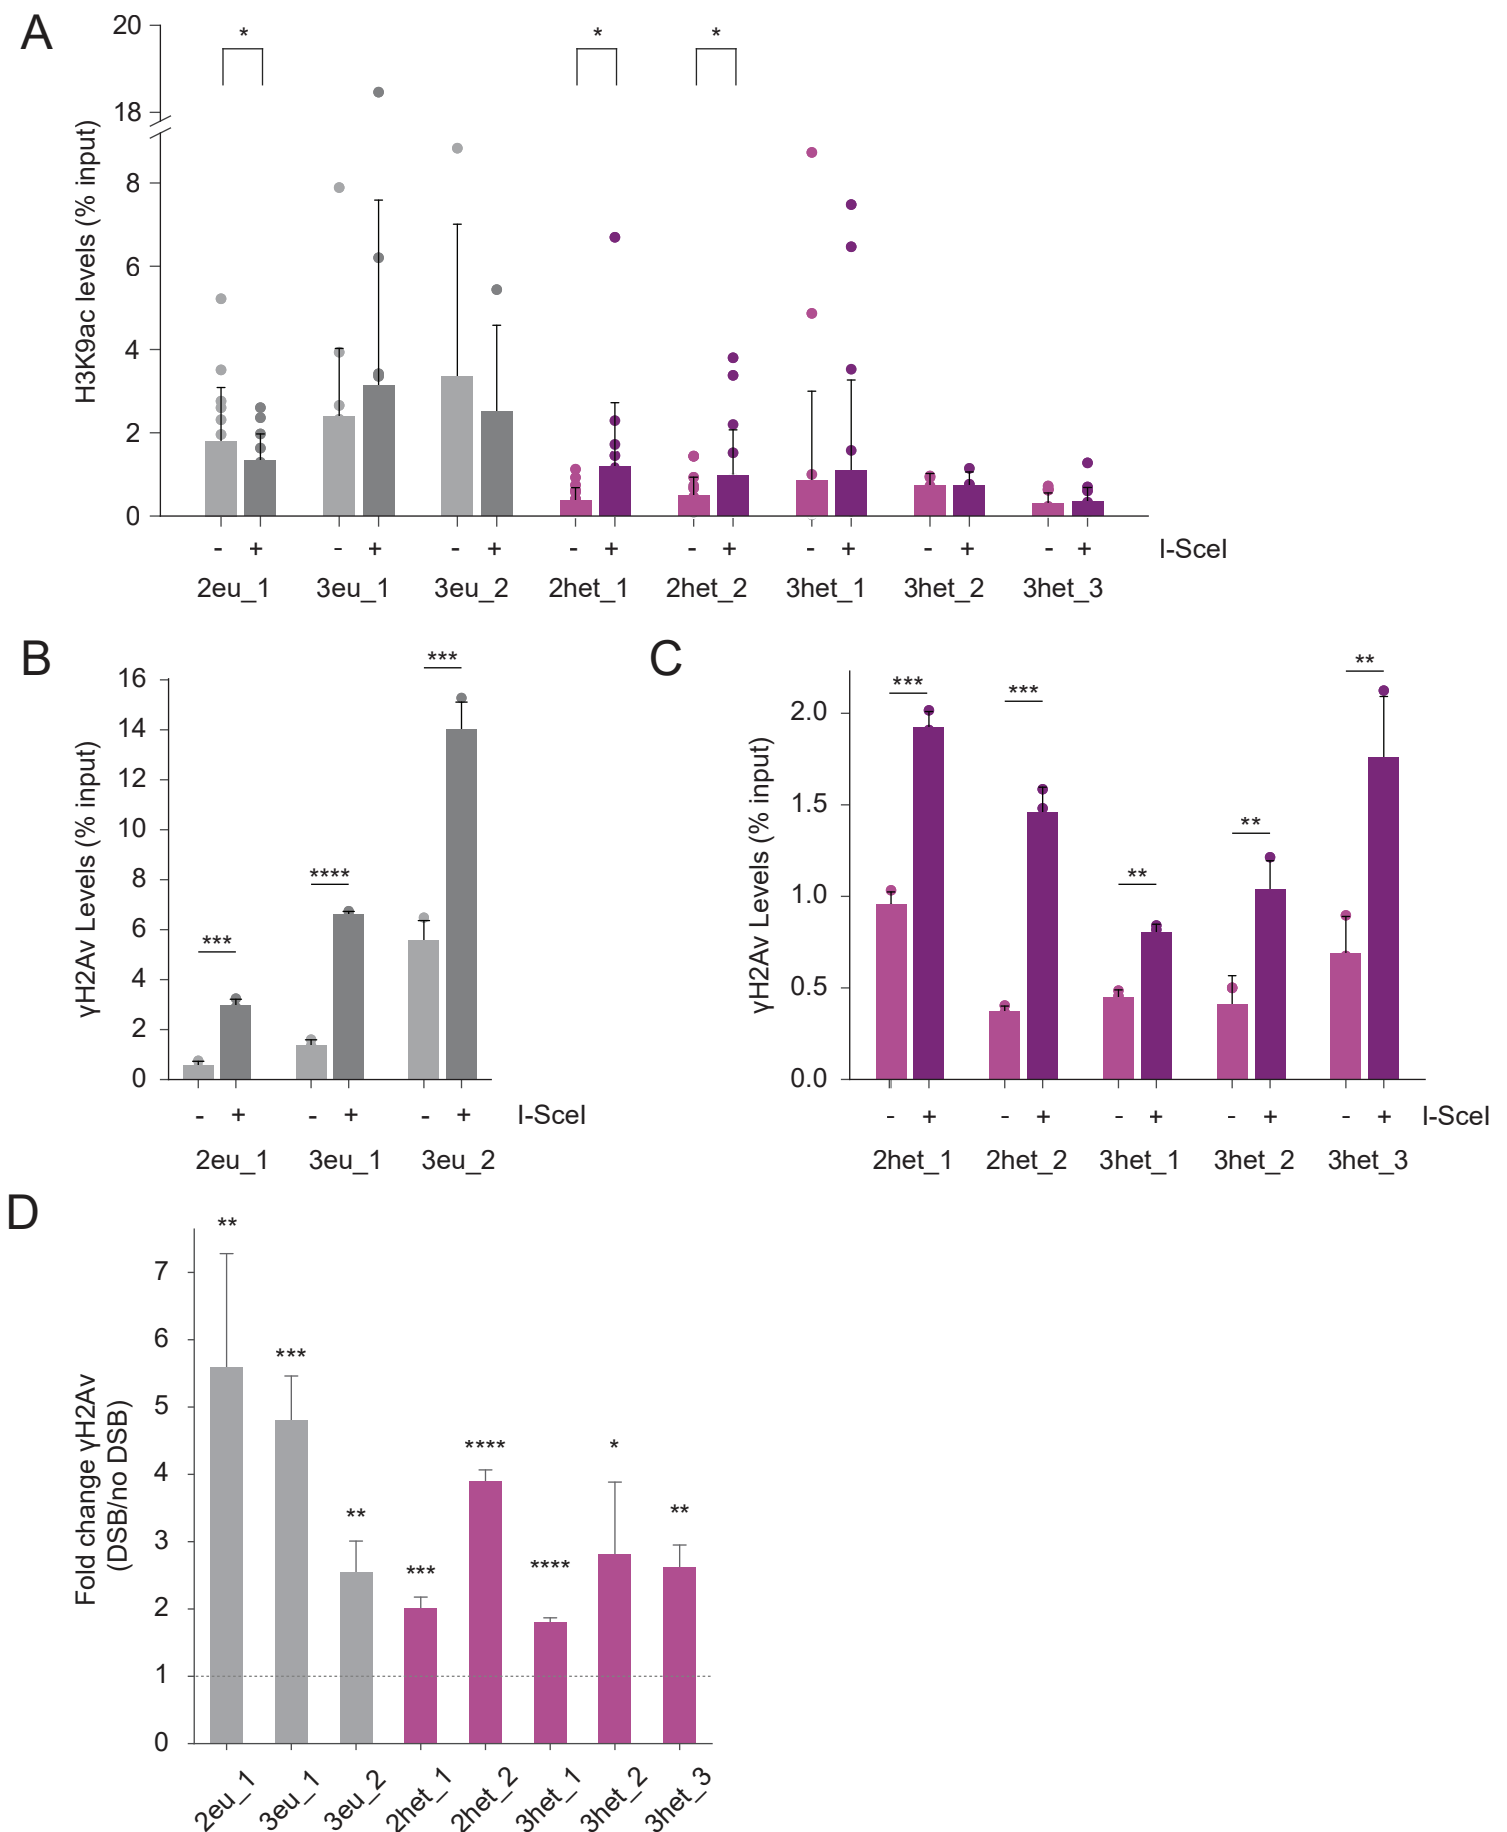

**Figure S1. H3K9ac levels increase at heterochromatic DSBs.** **A.** ChIP-qPCR result for H3K9ac in three euchromatic and five heterochromatic DR-*white* lines, with (+DSB, +I-SceI) and without (-DSB, -I-SceI) DSB induction. Graph indicates the percentage of input (normalized to internal *yellow* control gene) of H3K9ac from the same experiments as in Fig. 1C. Error bars represent mean +SD from  $\geq 4$  independent experiments. **B, C.** ChIP-qPCR result for  $\gamma$ H2Av in three euchromatic (B) and five heterochromatic (C) DR-*white* lines, with (hsp.I-SceI) and without (no hsp.I-SceI) DSB induction. Graph indicates the percentage of input (normalized to internal *yellow* control gene) from the same experiments as in Fig. 1C. **D.** Fold change  $\gamma$ H2Av is calculated by dividing the  $\gamma$ H2Av enrichment levels in the damaged (+ DSB, + I-SceI) samples by those in the controls (-DSB, no I-SceI). The grey dotted line represents a fold change of 1, in which  $\gamma$ H2Av levels are unchanged upon DSB induction. For B, C, and D, error bars represent mean +SD from 3 independent experiments. (\*) P-value $\leq 0.05$ , (\*\*) P-value $\leq 0.01$ , (\*\*\*) P-value $\leq 0.001$ , (\*\*\*\*) P-value $\leq 0.0001$ , t-test.

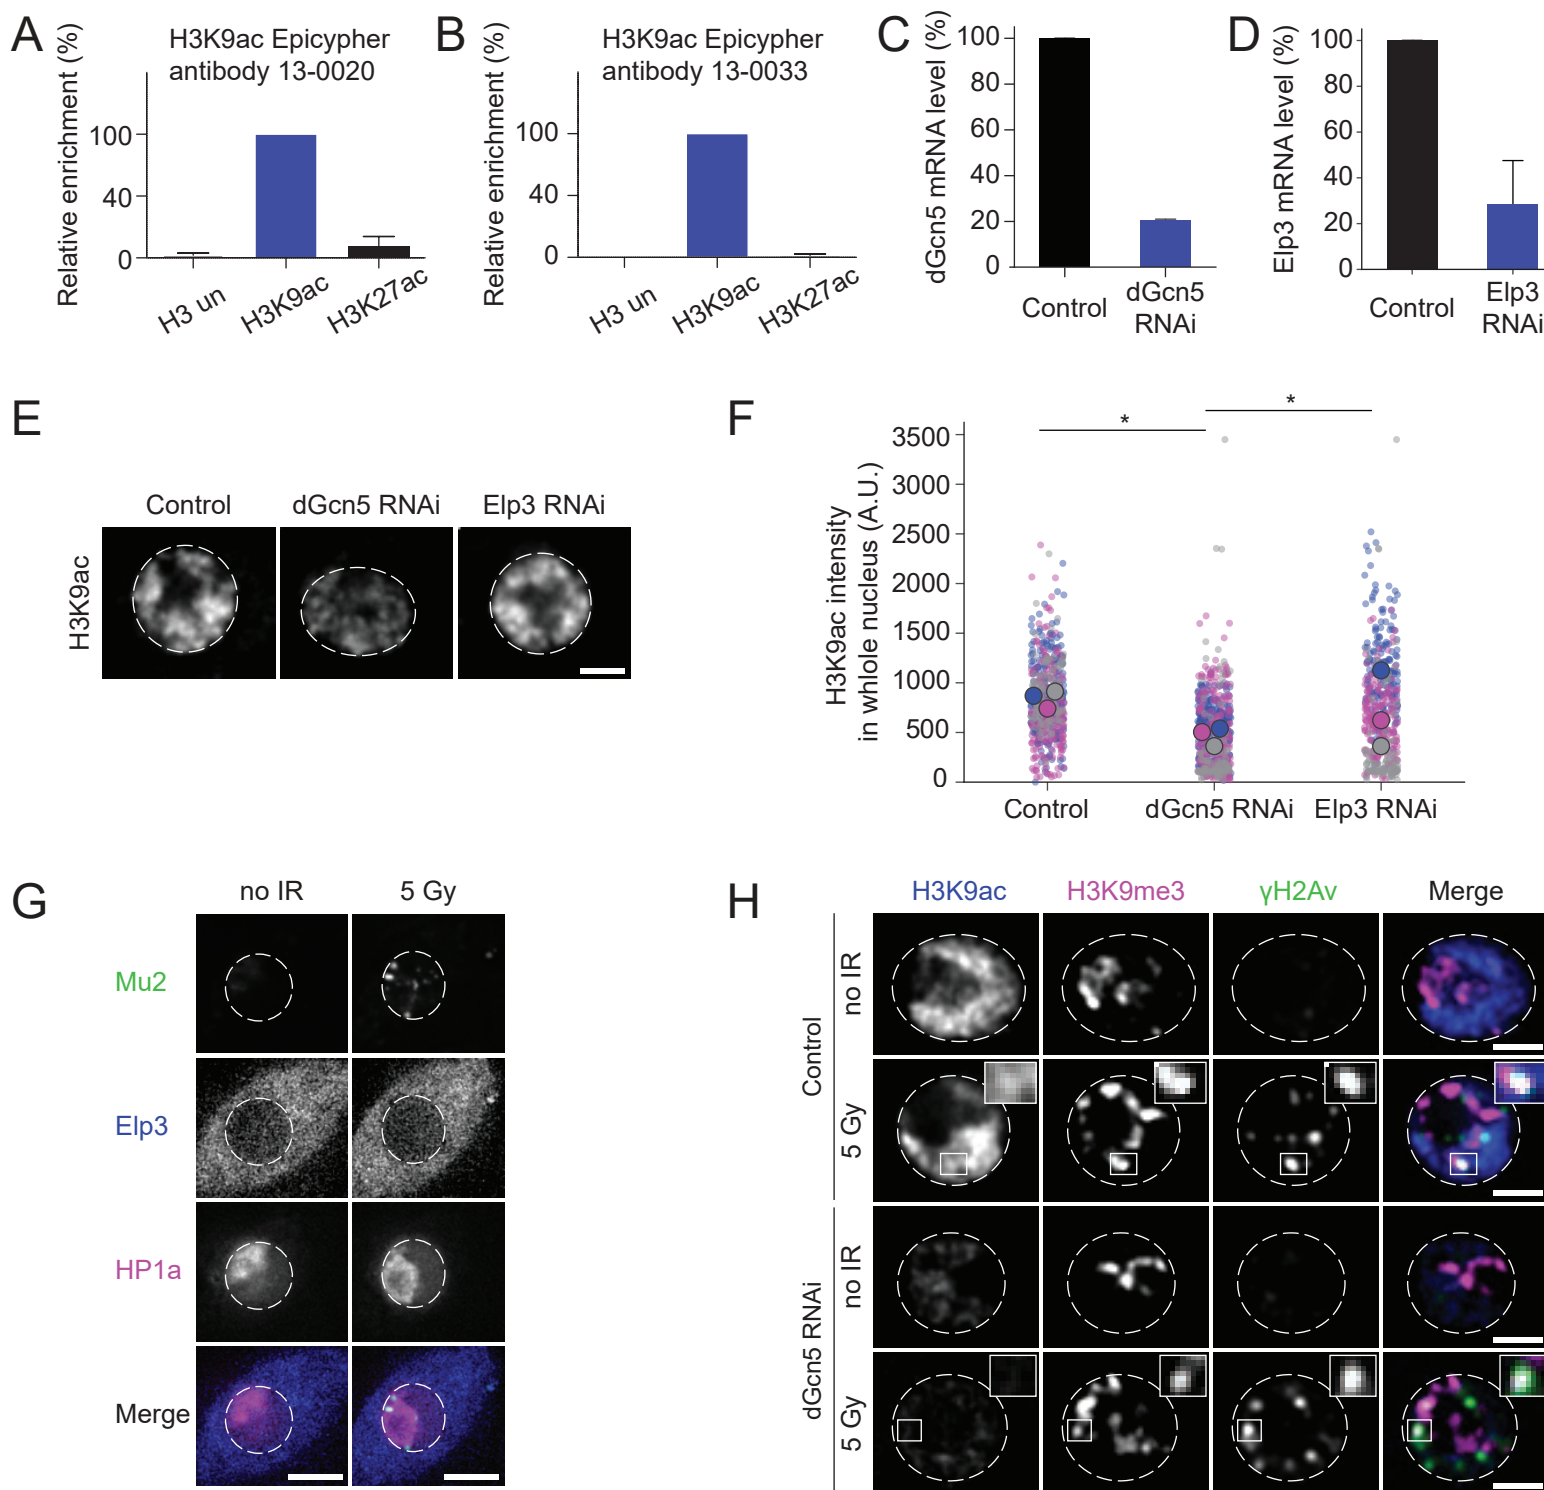

**Figure S2. dGcn5 controls H3K9ac levels in *Drosophila*.** **A, B.** Specificity test for two anti-H3K9ac antibodies from Epicypher (A, lot number 13-0020, B, lot number 13-0033). Specificity was determined using the SNAP-ChIP K-AcylStat nucleosome panel from Epicypher. Error bars indicate mean +SD from  $\geq 3$  independent experiments. H3 un = unmodified H3. **C, D.** Normalized expression levels of dGcn5 (C) and Elp3 (D) in control (yellow dsRNA) and HAT-depleted Kc cells, determined by Reverse Transcription followed by quantitative PCR (RT-qPCR). Error bars represent mean +SD from 3 independent experiments. **E.** Immunofluorescence staining for H3K9ac in control, dGcn5-depleted and Elp3-depleted S2 cells. Dashed lines enclose the nuclei. **F.** Quantification of absolute nuclear H3K9ac intensity levels in control, dGcn5-depleted and Elp3-depleted S2 cells. Each bigger circle (grey, blue, magenta) represents the average intensity within one experiment. Smaller circles represent individual cells within one experiment. **G.** Representative time-lapse images of non-irradiated and 5 Gy-irradiated Kc cells with fluorescently tagged Mu2 (green, DSB marker), Elp3 (blue) and HP1a (magenta, heterochromatin marker). Images were taken 10 minutes after IR. Dashed lines enclose the nuclei. Scale bars = 5  $\mu$ m. **H.** Representative immunofluorescence images for the quantification shown in Fig. 1E, F. Non-irradiated and irradiated control (yellow dsRNA) and dGcn5-depleted Kc cells were stained for H3K9ac (blue), H3K9me3 (magenta, heterochromatin marker) and  $\gamma$ H2Av (green, DSB marker). Dashed lines enclose the nuclei. Insets are zoom-in views of H3K9ac and H3K9me3 levels at  $\gamma$ H2AV foci. Irradiated cells were fixed 5-10 minutes after damage induction. For E and H, scale bar = 2  $\mu$ m. For F, (\*) P-values  $\leq 0.05$ , one way ANOVA followed by Tukey's multiple comparison. If not shown, P-value not significant ( $>0.05$ ).

**A**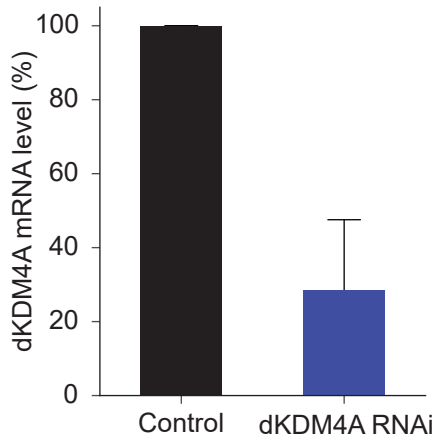**B**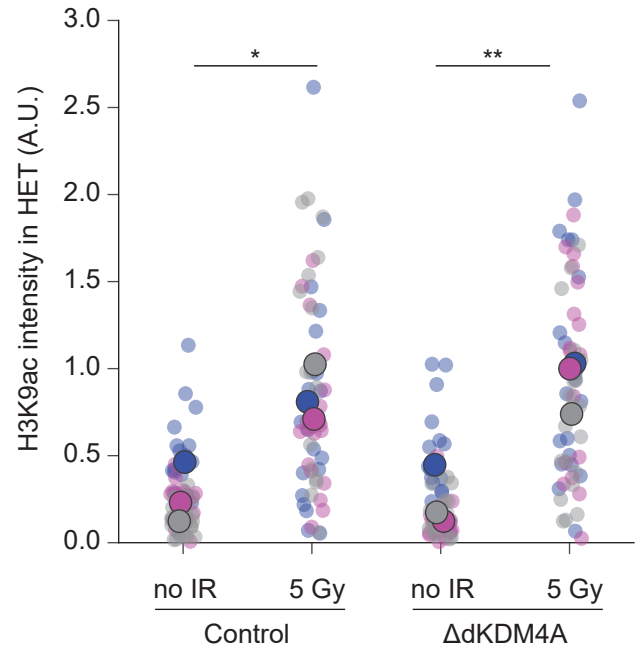

**Figure S3. Deposition of new H3K9ac marks at heterochromatic DSBs is independent of dKDM4A.** **A.** Normalized expression levels of dKDM4A in control (*yellow* dsRNA) and dKDM4A-depleted Kc cells, determined by RT-qPCR. Error bars represent mean +SD from 3 independent experiments. **B.** Quantification of H3K9ac intensity levels at DSBs in heterochromatin (DAPI bright) in non-irradiated versus irradiated control and  $\Delta$ dKDM4A larval wing disc cells. For non-irradiated cells, H3K9ac signal was quantified in the entire DAPI bright (heterochromatin) area. Irradiated cells were fixed 5-10 minutes after damage induction. The graph represents 3 independent experiments per condition. Each big circle (grey, blue, magenta) represents the average intensity within one experiment. Small circles represent individual cells within one experiment. (\*) P-value  $\leq 0.05$ , (\*\*) P-value  $\leq 0.01$ , one way ANOVA followed by Tukey's multiple comparison.

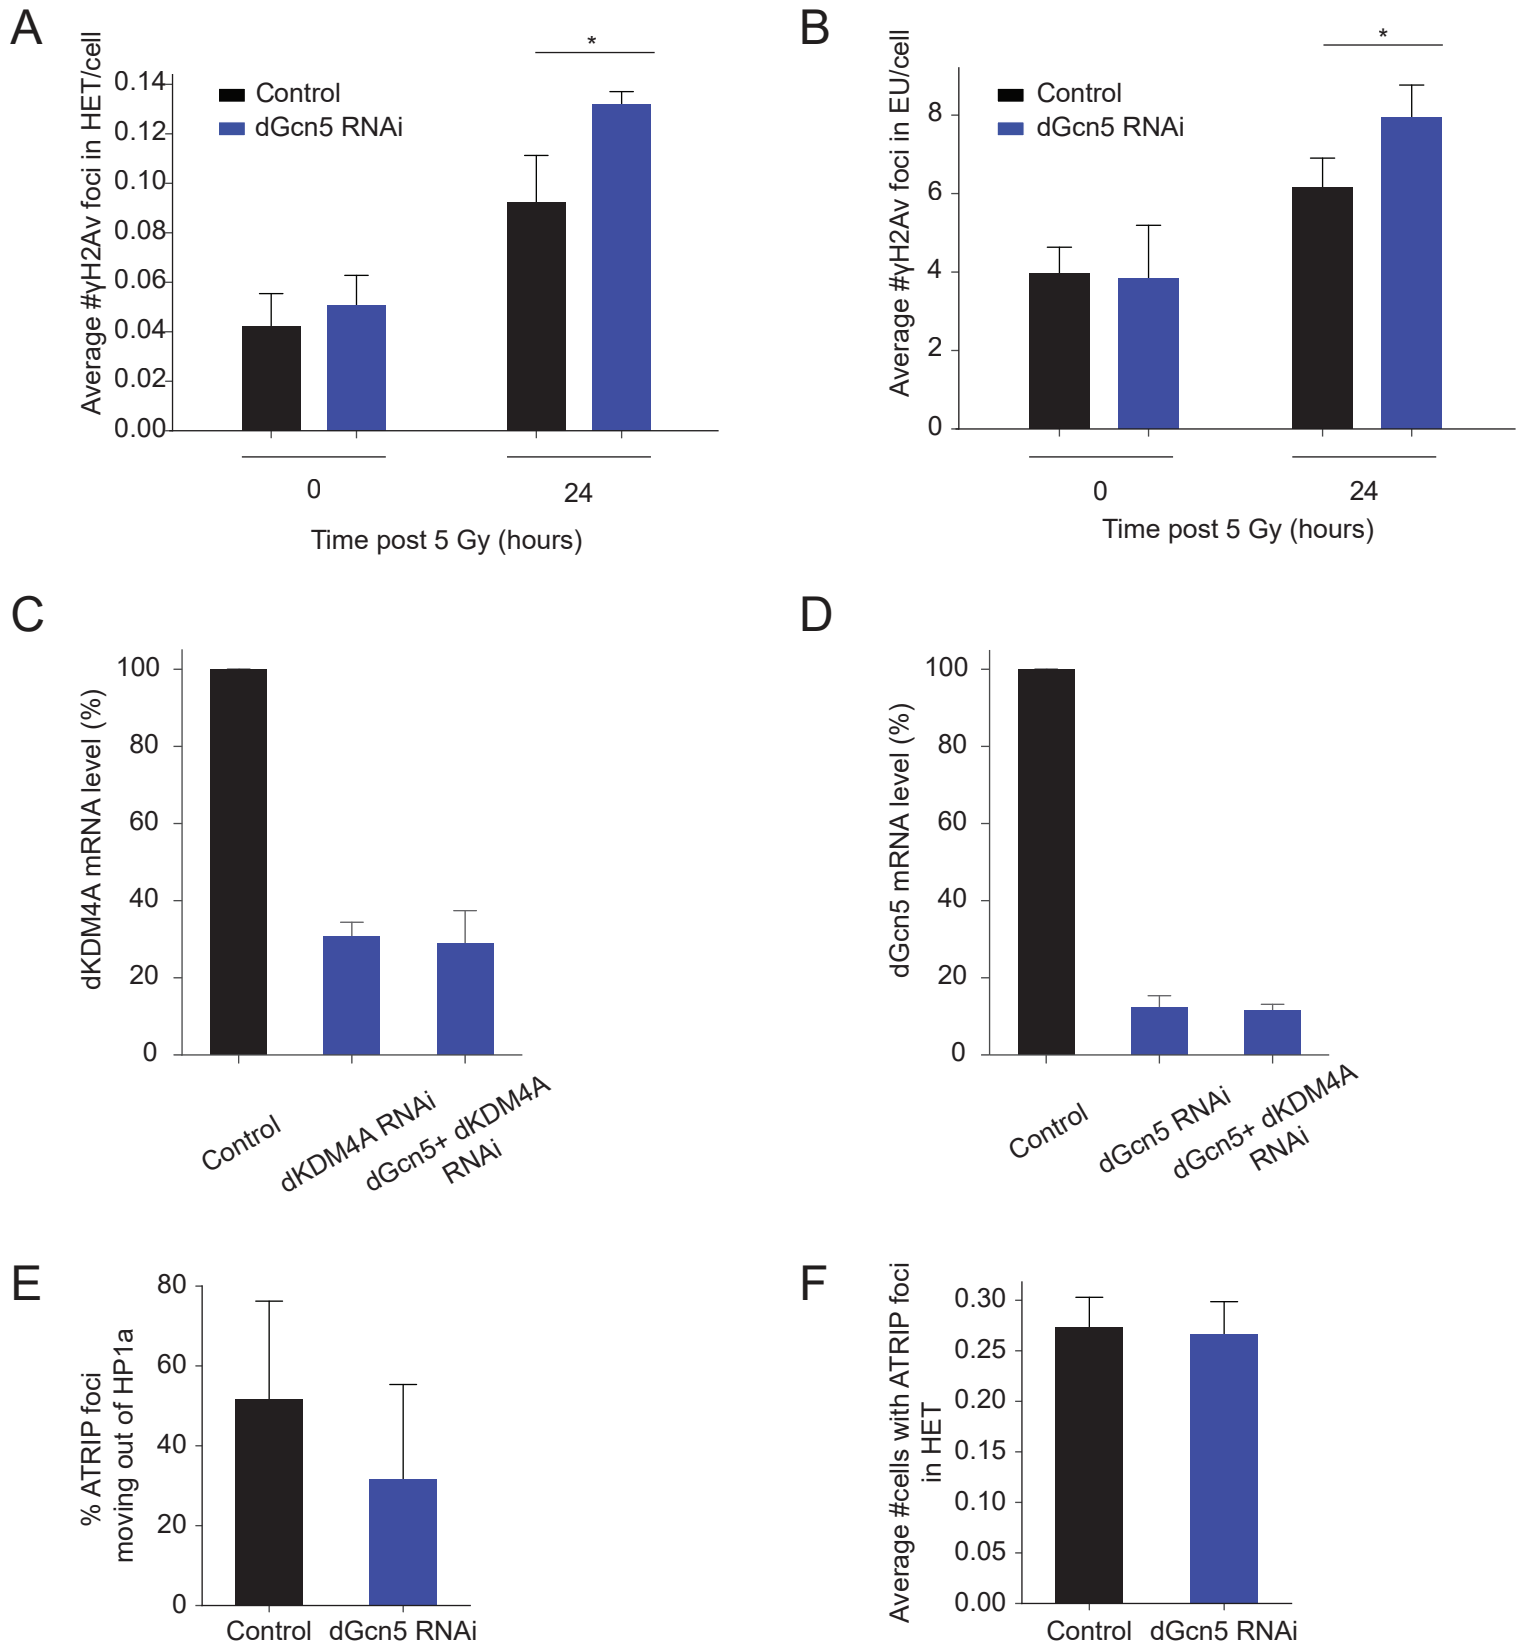

**Figure S4. dGcn5 promotes ATRIP foci movement outside heterochromatin.** **A, B.** Quantification of γH2Av foci inside DAPI bright (A) and DAPI weak (B) in non-irradiated versus 24 hours after irradiation control (*yellow* dsRNA) and dGcn5-depleted Kc cells. HET = heterochromatin, EU = euchromatin. Error bars represent mean +SD from 3 independent experiments. **C, D.** Normalized expression levels of dKDM4A (C) and dGcn5 (D) in control (*yellow* dsRNA), dKDM4A- or dGcn5-depleted and dKDM4A+dGcn5 depleted Kc cells, determined by RT-qPCR. Error bars represent mean +SD from 3 independent experiments. **E.** Quantification of the percentage of ATRIP foci that eventually move out of HP1a domain as depicted in Fig. 3B. **F.** Quantification of the average number of cells with ATRIP foci inside HP1a domain upon control (*yellow* dsRNA) or dGcn5 depletion within the window of time imaged (120 minutes). Error bars represent mean +SD from 3 independent experiments. For A, B, E and F, (\*) P-value ≤ 0.05, paired t-test. If not shown, P-value not significant (>0.05).

A

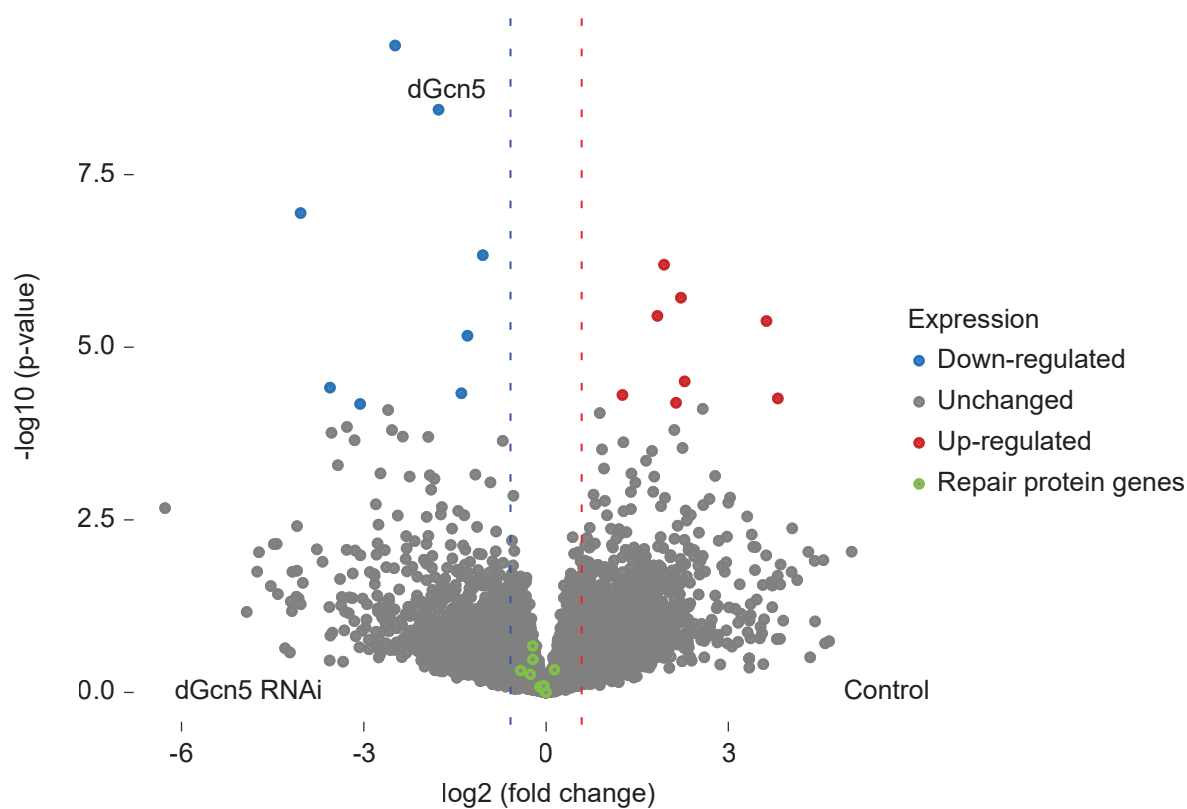

B

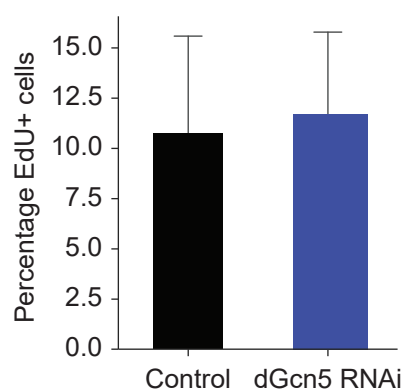

**Figure S5. dGcn5 knockdown does not affect cell cycle stage or transcription of DSB repair genes.** **A.** Volcano plot for bulk RNA-sequencing of Kc cells depleted of dGcn5 or *yellow* (control). See *Table S2-4* for more details. **B.** Quantification of the percentage of EdU positive (S-phase) Kc cells upon dGcn5 and *yellow* (control) knockdown. Error bars represent mean +SD from 3 independent experiments.

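Supplementary Table S2 lists the genes that the paper's DESeq2 comparison called at the threshold of 0.58 on the log2 scale, 8 lower and 8 higher in dGcn5-depleted cells. In edgeR's quasi-likelihood test these 16 genes kept the direction given in the table, with unadjusted p-values from 9.47e-05 for CG9521 to 0.0079 for CG42268. Their adjusted p-values from this quasi-likelihood test with Benjamini-Hochberg adjustment ran from 0.421 for Gcn5 and CG9521 to 0.984 for CR43361 and CG42268, so that 0 of the 16 were called. This followed from the test used. DESeq2, the tool the paper used, called 15 of the 16 on the same 6 libraries and all 16 when fitted to all 12. In 15 of the 16 genes, all dGcn5-depleted libraries lay on the same side of all control libraries. Chance gives 10%, but the genes had been selected on these libraries. The libraries overlapped for CG42268. CG9521 (FBgn0030588, chromosome X of BDGP6.32 from 14851005 to 14853269) measured 11.6 ± 2.69 CPM (SD, n = 3) in control cells and 2.04 ± 0.152 CPM (SD, n = 3) in dGcn5-depleted cells, a log2 fold change of -2.50 (standard error 0.33). CG7497 had the lowest log2 fold change, -4.01 (95% confidence interval -5.96 to -2.12), on 44 to 159 counts per control library and 1 to 10 counts per dGcn5-depleted library. Among the genes that were higher, Ir40a (FBgn0259683, chromosome 2L from 22189526 to 22214376) measured 44.9 ± 8.71 CPM (SD, n = 3) in control cells and 107 ± 16.5 CPM (SD, n = 3) in dGcn5-depleted cells, a log2 fold change of 1.25 (standard error 0.24). Cpr64Ac had the highest log2 fold change, 3.79 (95% confidence interval 2.32 to 5.30), on 10 to 13 counts per control library and 55 to 248 counts per dGcn5-depleted library. The log2 fold change of Syn2 rested on 3 to 5 counts per control library. The pseudogenes CR43086 and CR43087 lie with CG34002 on chromosome 3L between 17858474 and 17876573, and their values are uncertain where the counting could have split reads between similar copies. The exons of the pseudogene CR43361 overlap annotated transposable elements and unc-13 on chromosome 4, and its value is uncertain for that reason.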

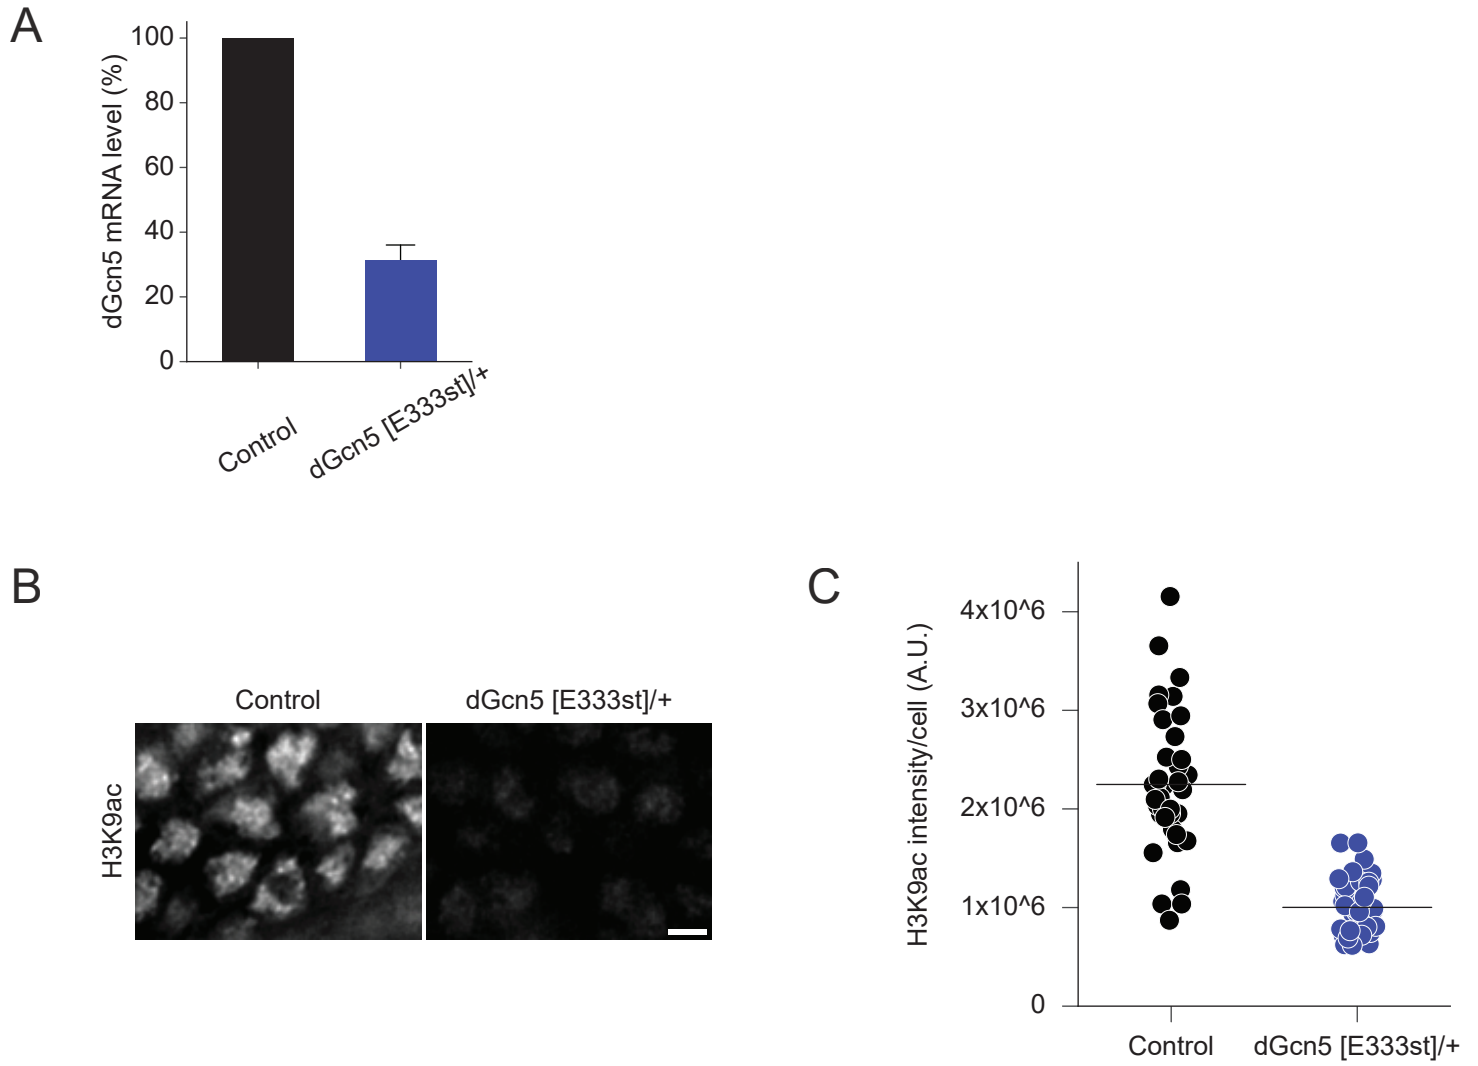

**Figure S6. dGcn5 [E333]/+ mutant larval tissue has reduced H3K9ac nuclear levels.** **A.** Normalized expression levels of dGcn5 in control (OregonR) and dGcn5 [E333st]/+ third instar larval tissues as determined by RT-qPCR. Error bar indicates mean +SD from 3 independent experiments. **B.** Representative images of *Drosophila* wing discs dissected from third instar larvae of OregonR (Control) or dGcn5 [E333st]/+ and immuno-stained for H3K9ac. Scale bar = 2  $\mu$ m. **C.** Quantification of H3K9ac intensity per cell for the wing discs depicted in **B**. Lines represent mean intensity.

How the deposited data were processed for this re-analysis (not part of the article)

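The deposited data of the RNA-seq experiment are a single table from 12 libraries of Kc cells, 3 for each of 4 dsRNA treatments of 5 days. The groups are dsRNA against yellow (control), dGcn5, Elp3 and nej. The paper's methods describe the yellow and dGcn5 groups, and the Elp3 and nej groups are known from the sample labels. Samples were grouped by these labels, and no library was assigned from its values. The Elp3 and nej counts go against the labels that name these genes, so those groups are called the libraries labelled Elp3 and the libraries labelled nej.

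According to the paper's methods, the authors trimmed the reads, removed ribosomal RNA reads, aligned the rest with STAR to the BDGP6.32 genome and counted them on exons with featureCounts and the Ensembl annotation of that build. The values the authors deposited are the resulting whole-number counts per feature, neither normalized nor filtered. The authors compared groups with DESeq2. Coordinates and exon lengths were taken from the table itself, which holds 23882 features. All features name an identifier and entered the library totals given here, including the 6052 without a gene name. The library sizes of the edgeR and limma fits and of the CPM values were summed over the features that passed the filter. The paper's text does not name the strand setting, the use of molecular identifiers or the treatment of reads with several matches. Genes whose exons overlap others, and pseudogenes with similar copies, are therefore given as uncertain.

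Libraries held between 19102102 and 23198850 counts, with a median of 20883014. The counts are reads or read pairs and not molecules where identifiers were not used, so that intervals for counts would cover counting error only. The spread between replicates was larger than counting error in every group, and confidence intervals were taken from the fitted models.

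The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and edgeR's filter on low counts, whose minimum is 10 counts at the median library size. Each comparison was fitted to the 6 libraries of its groups, with no covariate. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. The 95% confidence interval of each log2 fold change was derived from the quasi-likelihood F statistic. There were 5 comparisons, of which 3 set dGcn5, Elp3 or nej against yellow and the others set dGcn5 against Elp3 or nej. Values per library are CPM after TMM normalization, and values on the log2 scale used a prior count of 2. Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, beside fry and camera with an estimated correlation. For each comparison 6 sets were tested, and their camera p-values were adjusted over these. The mean log2 fold change of a set is the difference between groups in log2 CPM, averaged over its genes. It is not the mean of the fitted log2 fold changes. A single gene in 3 libraries against 3 was tested with an exact two-sided permutation test, which cannot go below 0.1.

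The genes named in the text are those of Supplementary Tables S2, S3 and S4, the targets Gcn5, Elp3, nej and y, and a list of 19 genes compiled for DSB movement. In each comparison against yellow, the 5 genes with the largest rise and the 5 with the largest fall among called genes were to be added, which added only Elp3. Wider lists of 58 repair and 40 cell-cycle genes were tested as sets, with 56 and 40 matched by name; XRCC4 and mus308 were not matched. The heterochromatic sets were all features of chromosome 4 and those within 1 Mb of the centromeric end of the 5 large chromosome arms. They were not limited to genes. These rules, the main test and the alternatives other than those named as added were set before the data were examined.

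The counts of called genes, the targets and the named genes of Tables S2, S3 and S4 were recomputed with DESeq2 1.42.0 on the same 6 libraries or on all 12, with DESeq2's size factor method in place of TMM, without the filter, with at least 10 counts in every library, with all 12 libraries in a single edgeR fit, with the replicate number as a block, with limma-voom and sample quality weights, and with each library left out in turn. The set tests were not recomputed with DESeq2, limma-voom or the fit to 12 libraries, and confidence intervals were counted in the edgeR fits alone. Correlations of log2 fold changes were recomputed with at least 10 counts in every library, with the length correction and with each library left out. Length slopes and the genes of Table S2 in other groups were not recomputed under these alternatives, and splits of the libraries only in the fits named beside them. In the 6-library fit of dGcn5 against yellow, DESeq2 gave no adjusted p-value for 5516 of 16202 features, and these stayed out of its calls. A correction for gene length, alone, with the block or with each library left out, and edgeR's newer quasi-likelihood method were added after the values had been seen. The length correction fitted a spline with 5 degrees of freedom of log2 exon length to each library and used it as an offset.

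Whether replicate numbers pair the libraries was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means. Between nej and yellow these correlations were 0.149, 0.492 and 0.647 for replicates 1, 2 and 3. They were 0.409, 0.274 and 0.858 between dGcn5 and Elp3, and 0.44, 0.18 and 0.374 between dGcn5 and nej. With the length correction they were 0.074, 0.454 and 0.584 between nej and yellow, so that replicate 1 fell under the 0.1 asked of every pair, while the other comparisons stayed above it. Without that correction, the numbers were treated as pairing the libraries of these 3 comparisons. This was judged from the values alone, since neither the paper nor the labels say what a number stands for. The lowest correlation was -0.143 between dGcn5 and yellow, -0.684 between Elp3 and yellow and 0.0481 between Elp3 and nej, all under 0.1. Libraries of different numbers were not compared, so that the check cannot show that a number stands for a shared batch. Results with the block carry this limit. With the block, the count of genes called between the libraries labelled nej and the control libraries was 2 in place of 0.

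The tests were tried on counts simulated from the means and library sizes of the 6 dGcn5 and yellow libraries. The quasi-likelihood test recovered 0 of 391 genes changed by 2-fold, 262 of 389 (67.4%) changed by 4-fold and 326 of 378 (86.2%) changed by 8-fold, with 0, 13 and 12 unchanged genes called. DESeq2 recovered 14.3%, 82.3% and 93.4%, with 46, 83 and 73 unchanged genes called. The confidence intervals held the simulated value for 95% to 95.7% of genes. The set test called all 50 simulated sets of 12 genes shifted by 0.8 on the log2 scale and 2 of 50 unshifted sets. Genes were simulated as independent of each other, and the set runs held no length trend. The 2 of 50 therefore does not give the rate of false calls in libraries where genes vary together. In the real dGcn5 and Elp3 libraries, 5 of the 10 splits, the real one included, gave as small a p-value in camera for chromosome 4.

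Figures were drawn with matplotlib 3.10.9. A search for dsRNA sequence in other transcripts was planned and not run, since it needs the genome sequence of the build used. The RT-qPCR, imaging and EdU experiments were not analysed here.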

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

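The tests that weigh explanations of the Elp3 and nej counts, and the length correction, were chosen only after the result was seen; the quasi-likelihood test and its other alternatives were not.

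Elp3 was 61.6-fold higher, as the ratio of mean CPM, in the libraries labelled Elp3 than in the control libraries. The paper does not report these libraries, and the signal stood above the level in the control libraries. Replicates 1, 2 and 3 held 7850%, 3620% and 7000% of the control mean. The log2 fold change was 5.91, with an adjusted p-value of 0.0136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 libraries moved the same way (exact two-sided permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). A mislabelled library is argued against by the values per library, since the lowest library labelled Elp3 was 32.3-fold above the highest of the 9 others. Reads of the dsRNA in every dsRNA-treated group are argued against by y, which in the libraries labelled yellow was 0.923-fold the level of the 9 others, and by Gcn5, which was lower in the libraries labelled dGcn5. Transcription across the whole region is argued against by the 13 genes within 20 kb of Elp3, whose fold over the control libraries reached at most 1.22. What stays open is sequence introduced with the Elp3 dsRNA or made from it, which could add reads to the part of the transcript that the dsRNA covers. The largest share of a library taken by Elp3 was 0.393%. Gene totals carry no read positions, so that such sequence and a rise of the transcript itself cannot be told apart here. The direction of Elp3 was the opposite of a knockdown.

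The counts of nej were 9.55-fold higher, as the ratio of mean CPM, in the libraries labelled nej than in the control libraries, again in libraries that the paper does not report. Replicates 1, 2 and 3 held 208%, 2190% and 471% of the control mean. The log2 fold change was 3.25, with an adjusted p-value of 0.968 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (from 0.0108 to 1 over the alternatives). It was 1.76 without nej replicate 2, so that this library carries much of the difference. The lowest library labelled nej was 1.33-fold above the highest of the 9 others, a margin that does not decide on a mislabelled library. The exons of nej span 15932 bp, and libraries differ in their counts on long genes, so that part of the spread of nej between libraries may follow gene length. With the length correction its log2 fold change was 3.04, close to the value without it. No table argues against sequence introduced with the nej dsRNA or made from it. The largest share of a library taken by nej was 0.318%. For lack of read positions this explanation and a rise of the transcript cannot be told apart.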

How the results depend on the processing

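The length correction, edgeR's newer quasi-likelihood method and the alternatives for the gene sets between dGcn5 and Elp3 or nej were chosen only after the values were seen; the other alternatives were not. A direction was compared only where the unadjusted p-value was under 0.3173 in both settings. On that reading a single result reversed, the mean of the chromosome 4 set between dGcn5 and Elp3, as given below. Adjusted p-values below are Benjamini-Hochberg adjusted, from edgeR's quasi-likelihood test unless DESeq2 or limma-voom is named.

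Between dGcn5-depleted and control cells the quasi-likelihood test called 0 genes with TMM or size factor normalization, with either filter, with 12 libraries in the fit, with each library left out in turn, with the length correction and with the newer method. Its genes with an unadjusted p-value under 0.05 numbered 360, and from 158 without dGcn5 replicate 1 to 1740 without yellow replicate 3 and 1469 without dGcn5 replicate 3. They numbered 782 with the length correction. With that correction and the block they numbered 1018, although the replicate numbers did not pair these libraries. DESeq2 called 47 genes on 6 libraries, 26 higher and 21 lower, and 18 genes on all 12, 9 in each direction. All of these passed 0.58 on the log2 scale. Limma-voom with sample quality weights called 4765 genes, 3137 of them past 0.58. With the length correction and dGcn5 replicate 3 left out, 314 genes were called. Gcn5 kept its direction, at -1.78 with DESeq2 on 6 libraries (adjusted p = 1.23e-05), -1.77 with DESeq2 on 12 (4.75e-05) and -2.17 with limma-voom (0.000963), and was called by these and by the length correction with dGcn5 replicate 3 left out (-1.85, adjusted p = 0.0347). Its adjusted p-value ran up to 1 as other libraries were left out. For the changes between tests the cause was not tested.

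The repair and cell-cycle genes of Tables S3 and S4 were not called under any alternative except limma-voom, which called 4 and 2 of them. From the wider repair list it called 19 genes and from the wider cell-cycle list 13. The length correction with dGcn5 replicate 3 left out called okr (0.79, adjusted p = 0.0483) from the wider repair list, a gene named after its values were seen. The cause was not tested. The number of repair genes whose confidence interval lay within 0.58 of 0 was 4, and was 0 without the filter, 0 with the block, 6 without yellow replicate 3, 1 without dGcn5 replicate 3, 0 with any other library left out and 8 with the length correction. In camera with the preset correlation, the mean of the wider cell-cycle list passed an unadjusted p of 0.05 with at least 10 counts in every library (-0.093, p = 0.0342), with the length correction (-0.072, p = 0.0327) and with that correction and the block (-0.072, p = 0.0468). It ran from -0.11 to -0.017 as each library was left out, and passed without yellow replicate 1, yellow replicate 3 or dGcn5 replicate 2. Over the 6 sets tested its adjusted p was 0.345. The means of the Table S3 and Table S4 sets ran from -0.14 to 0.058 and from -0.20 to 0.084 as each library was left out, and passed with none. The number of Table S4 genes whose confidence interval lay within 0.58 of 0 was 2, and was 0 with the block, 4 with the length correction, 2 without yellow replicate 3 and 0 with any other library left out. From the 19 genes compiled for DSB movement, DESeq2 on 6 or on 12 libraries called Gcn5 alone and limma-voom called 7.

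In the libraries labelled Elp3, the quasi-likelihood test called Elp3 alone. The count was 0 to 1 as each library was left out, and 0 with any yellow library or Elp3 replicate 3 left out. DESeq2 called 24 genes on 6 libraries and 13 on 12, and limma-voom 2. Elp3 itself ran from 5.75 to 6.24 on the log2 scale as each library was left out, with adjusted p-values from 0.00892 to 0.255. In the libraries labelled nej, the count was 0, and 1 with 12 libraries in the fit, 1 with the length correction, 22 with that correction and the block, 38 with DESeq2 on 6 libraries, 42 with DESeq2 on 12 and 1 with limma-voom. DESeq2 called nej on 6 and on 12 libraries, at a log2 fold change of 3.26 in both. Between dGcn5 and Elp3 the count was 0 to 1 as each library was left out, and 0 without dGcn5 replicate 1 or 2. It was 6 with DESeq2 on 6 libraries, 4 on 12 and 2 with limma-voom. Between dGcn5 and nej these tests called 40, 26 and 14 genes in place of 0. The cause was not tested, apart from the fewer libraries of the fits that left a library out.

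The means of the chromosome 4 and centromere-proximal sets rested on single control libraries. They ran from -0.14 to 0.085 and from -0.053 to 0.16 as each library was left out. In camera with the preset correlation, the first passed an unadjusted p of 0.05 without yellow replicate 3 (-0.14, p = 0.0115), and the second without yellow replicate 1 (0.16, p = 0.0074) or yellow replicate 2 (0.15, p = 0.0267). The correlation of log2 fold changes between dGcn5 and Elp3 ran from 0.539 without Elp3 replicate 1 to 0.831 without yellow replicate 3.

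Between dGcn5 and Elp3 the mean of the chromosome 4 set was 0.093 (p = 0.0044 in camera with the preset correlation). It no longer passed an unadjusted p of 0.05 with fry (0.093, p = 0.532), with camera with an estimated correlation (0.093, p = 0.315) or without the filter (0.0048, p = 0.438). In camera with the preset correlation, as each library was left out, it ran from -0.13 without Elp3 replicate 1 (p = 0.151), where it reversed, to 0.21 without Elp3 replicate 2, and it did not pass without dGcn5 replicate 3 (0.032, p = 0.235). Between dGcn5 and nej the mean of the Table S4 set was -0.326 (p = 0.0106), and did not pass with fry (-0.326, p = 0.0622), with camera with an estimated correlation (-0.326, p = 0.155), or with the length correction alone (-0.174, p = 0.106) and with the block (-0.174, p = 0.104). In camera with the preset correlation it ran from -0.436 without nej replicate 3 to -0.211 without nej replicate 2 (p = 0.0763), and did not pass without dGcn5 replicate 3 either (-0.296, p = 0.0836). The mean of the wider cell-cycle list was -0.135 (p = 0.0148) and did not pass with fry (-0.135, p = 0.233) or camera with an estimated correlation (-0.135, p = 0.325). In camera with the preset correlation it ran from -0.189 without nej replicate 1 to -0.036 without nej replicate 2 (p = 0.377), and did not pass without dGcn5 replicate 1 (-0.12, p = 0.0508) or 3 (-0.11, p = 0.128). The cause was not tested, apart from the fewer libraries of these fits.

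Adjusted over the 6 sets, none of these 3 sets was called without the filter. The length correction took away both cell-cycle calls between dGcn5 and nej and called the chromosome 4 set there (0.195, adjusted p = 0.00572 in camera with the preset correlation) and between nej and yellow (-0.143, adjusted p = 0.0391).

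Replicate numbers did not pair the dGcn5 and yellow libraries, whose deviations correlated at -0.143, 0.188 and -0.0383, or the Elp3 and yellow libraries (-0.684, 0.741 and -0.129). With the block, dGcn5 against yellow gave 0 calls and 350 genes with an unadjusted p-value under 0.05, and Elp3 against yellow gave 0 calls, with Elp3 at 5.86 (adjusted p = 0.291). Between nej and yellow the block gave 2 calls, CG15347 and SKIP; SKIP was named after its values were seen. The numbers did not pair these libraries once the length trend was removed, so that the count of 22 with both the correction and the block rests on a pairing that the correction takes away. Between dGcn5 and nej the block took away the calls of the Table S4 and wider cell-cycle sets, whose p-values in camera with the preset correlation were 0.0185 and 0.0331, both 0.0992 when adjusted over the 6 sets, against 0.0443 for both without it. The chromosome 4 set between dGcn5 and Elp3 stayed called with the block (adjusted p = 0.0388). In the comparisons treated as paired, the block changed no other call of a gene or set.

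Of the planned recomputations of single named genes, 433 kept their side of the threshold and 53 passed it only under the alternative, all with DESeq2 or limma-voom. The depth was not the limit that decided these results: replicates differed by 30.01 to 413 times counting noise, and at that spread the quasi-likelihood test recovered 0 of 391 genes changed by 2-fold in simulated counts, and DESeq2 56 of them. The planned search for matches of the dsRNAs in other transcripts, with 19-mers or 16-mers, was not run.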

Differences from the paper's values

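The length correction was chosen only after the result was seen; the other tests here were not.

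The paper's Table S2 lists 8 genes that were higher and 8 that were lower in dGcn5-depleted cells, at an adjusted p-value under 0.05 and beyond 0.58 on the log2 scale. The quasi-likelihood test called 0 in each direction, with 360 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 on all 12 libraries gave 9 higher and 9 lower, which is over the paper's numbers and within 1.5 times of them. Those 18 genes held all 16 of Table S2, and slow and ETHR, which were named after their values were seen. DESeq2 on the 6 libraries gave 26 higher and 21 lower, among them 15 of the 16, and limma-voom with sample quality weights gave 1485 higher and 1652 lower, among them all 16. The remaining alternatives set before the data were examined gave 0 in each direction. The length correction with dGcn5 replicate 3 left out, chosen after seeing the values, gave 187 higher and 127 lower, among them 9 of the 16.

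The paper's adjusted p-value for Gcn5 is 2.16264e-05, against 0.421 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes are the paper's -1.77107 and -1.78. None of the alternatives set before the data were examined gave an adjusted p-value within 1.5 times the paper's. DESeq2 gave 1.23e-05 on 6 libraries and 4.75e-05 on 12, and limma-voom gave 0.000963, so that these called the gene as the paper does. So did the length correction with dGcn5 replicate 3 left out, chosen after seeing the values, at 0.0347.

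Elp3 mRNA in cells treated with Elp3 dsRNA is about 28% of the control in Fig. S2D, read by eye, where the paper measured it by RT-qPCR in a separate experiment. In the libraries labelled Elp3 it was 6160% of the control mean. The direction is the opposite of the one the figure shows, and none of the alternatives set before the data were examined closed the gap.

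The paper's log2 fold changes for the 35 genes of Tables S2, S3 and S4 differed from the quasi-likelihood values by at most 0.0533. They differed from those of DESeq2 by at most 0.0118 on the 6 libraries and 0.00041 on all 12. The paper's values thus lie nearest to the fit to all 12 libraries, although its text does not say which libraries were fitted.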

Other observations

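The tests on replicate 3, on the length trend apart from library size and ribosomal protein genes, on the genes of Table S2 in other groups, on the gene sets between dGcn5 and Elp3 or nej, and on length in the correlation of fold changes were chosen only after the result was seen.

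Other splits of the same 6 libraries were compared with the real one. Between dGcn5-depleted and control libraries the real split called 0 genes, which all 10 of the 10 splits reach by construction, so that this count decides nothing. At an unadjusted p-value under 0.05, 5 of the 10 gave at least its 360 genes. The split that set yellow replicates 1 and 2 and dGcn5 replicate 3 against the rest called 1824 genes. DESeq2 on these libraries called at least as many genes as its 47 in 3 of the 10 splits, and up to 2445. Limma-voom with sample quality weights did so in 2 of the 10, and up to 5396 against its 4765. With 10 splits the share cannot fall under 10%, so that the unadjusted, DESeq2 and limma-voom counts cannot be told apart from a grouping by chance. The limma-voom calls followed exon length, with a median of 1391 bp in genes called higher, 4509 bp in genes called lower and 2013 bp in the others. Once a trend with gene length was removed, 7243 genes were called, among them 4121 of the 4765. That fit gave the first control and dGcn5-depleted replicates weights of 9.18 and 20.2, and the other libraries 0.539 or less. It thus rested mostly on the first replicate of each group, and does not decide whether the trend was the source of the calls.

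Libraries differed in a trend with gene length. The slopes, in log2 units per doubling of exon length, spanned a range of 0.571 over the 12 libraries. The knockdown is argued against as the source, since the 3 yellow libraries alone spanned 0.478. A batch shared by libraries of the same number is argued against by the 4 libraries numbered 1, which spanned 0.526. Library size is argued against, since 7.04% of the variance in slope went with the total count (Pearson r = -0.265, permutation p = 0.4; Spearman rho = -0.189, permutation p = 0.557; 1 relation tested). Without the 2 libraries farthest from the median total, r was 0.0275. Ribosomal protein genes alone are argued against, since the range was 0.57 without them. RNA integrity or the selection of fragments during library preparation stays open, as no quality scores or read positions were used. The first principal component held 34% of the variance, and its loadings went with exon length across genes (Spearman rho = -0.636; genes are not independent replicates).

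With the length correction and dGcn5 replicate 3 left out, 314 genes were called between dGcn5-depleted and control cells, 187 higher and 127 lower, with 9 of the 16 genes of Table S2 among them. Of the 10 splits of the 5 libraries, 1 gave as many, the real one, which is the lowest share that the design allows. In these 314 genes, replicate 3 was shifted from replicates 1 and 2 of its group against the direction of the called change in 97.1% for dGcn5, which follows from a selection that left this library out, in 98.4% for Elp3, in 85% for nej and in 51.6% for yellow. A candidate explanation for the calls is thus a difference between replicate 3 and the others that the dsRNA groups other than yellow share. Over the 10054 genes that were not called, the shift of replicate 3 correlated at r = 0.821 between dGcn5 and Elp3 and 0.552 between dGcn5 and nej. A response to dGcn5 that was weaker in replicate 3 stays open, as Gcn5 was 35.2% of the control mean in that library and 20.8% and 31.4% in the others.

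In the quasi-likelihood test, the comparisons that the paper does not make called few genes. In the libraries labelled Elp3, Elp3 alone was called of 9915 tested, with 383 genes at an unadjusted p-value under 0.05; 1 of the 10 splits called as many. In the libraries labelled nej, 0 of 9816 genes were called, with 358 unadjusted. All 10 of the 10 splits reach a count of 0 by construction, and 4 of the 10 gave at least as many unadjusted genes. The 3 other splits that part as many pairs of same-numbered libraries gave 97, 59 and 61 unadjusted genes. Between dGcn5 and Elp3, Elp3 was called, with 96 unadjusted genes, and 2 of the 10 splits called as many. The other was that of dGcn5 replicates 1 and 2 and Elp3 replicate 1, with 1751 calls. The 3 splits that part as many pairs gave 7, 10 and 203 unadjusted genes. Between dGcn5 and nej, 0 of 9743 genes were called in the real split, which again all 10 of the 10 reach by construction, with 649 unadjusted genes against 1419, 17 and 13 in the splits that part as many pairs. These counts are without the block. With it, the unadjusted genes numbered 1132 between nej and yellow, where chance gives 490.8. They numbered 265 between dGcn5 and Elp3 (chance 489.2) and 737 between dGcn5 and nej (chance 487.2). Splits were not compared with the block. Of the 12 repair genes of Table S3, 0 were called in the libraries labelled Elp3 or nej, and 0 had an unadjusted p-value under 0.05. Since the counts of Elp3 and nej rose in these groups, no direction is drawn from their labels.

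The log2 fold changes of dGcn5 and of the libraries labelled Elp3 against the same control libraries correlated across 10368 genes at Pearson r = 0.764 (Spearman rho 0.733). Genes are not independent replicates. Shared control libraries are argued against as the whole source when genes are independent, since unchanged groups simulated against those controls reached at most 0.451. The length trend is argued against, since r was 0.781 once it was removed. Regrouping the 9 dsRNA libraries at random gave as high a correlation in 7 of 100 groupings, the real one included, with a median of 0.548, so that the value may come from how libraries fell into groups. For dGcn5 and nej r was 0.349 (Spearman rho 0.234), and for Elp3 and nej 0.429 (Spearman rho 0.391). Simulated unchanged groups gave 0.41 to 0.45 and 0.4 to 0.446. No range was simulated with the length trend removed or with a library left out, so that values from those settings cannot be set against these ranges. Without the trend r was 0.448 and 0.457, and both correlations depended on single libraries. The first ran from 0.209 without nej replicate 1 to 0.523 without yellow replicate 2, and the second from 0.244 without nej replicate 1 to 0.604 without Elp3 replicate 1.

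The 15 genes of Table S2 other than Gcn5 were followed in the other groups. In the libraries labelled Elp3, 14 moved in the direction of the dGcn5-depleted libraries, and in those labelled nej 12 did. The median ratio of the log2 differences to that of dGcn5 was 0.438 and 0.142. These genes had been selected against the same control libraries, and no value for unchanged groups is at hand. The counts and ratios therefore do not decide on a shared response. A difference of the yellow libraries from all others is argued against for 9 of the 15 genes, in which the 3 dGcn5-depleted libraries lay apart from all 9 others, where chance gives 0.909% for genes not selected on these libraries. An effect of dGcn5 dsRNA alone is argued against for 3 genes, CG7497, CG33460 and CG15347, in which the 3 yellow libraries lay apart from all 9 others. For the remaining 3 neither held. A response that dsRNAs other than yellow share stays open for those 3 genes, as does a difference of the control cells.

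With edgeR's filter, every library in, and neither the length correction nor the block, 3 sets passed an adjusted p-value under 0.05 over the 6 sets of a comparison in camera with the preset correlation, all in comparisons that the paper does not make. Between dGcn5 and Elp3 the mean of the 129 tested features of chromosome 4 was 0.093 (75 higher, 54 lower; camera with the preset correlation, p = 0.0044; adjusted, 0.0264), against p = 0.532 from fry and 0.315 with an estimated correlation. It rested on Elp3 replicate 1, whose mean deviation was -0.41 and without which the mean was -0.13. In 5 of the 10 splits the p-value was as small, and in the 3 other splits that part as many pairs of same-numbered libraries it was 0.0142, 0.000554 and 0.0473. The length trend is argued against, since the mean was 0.152 once it was removed. Between dGcn5 and nej the mean was -0.326 for the 7 genes of Table S4 (1 higher, 6 lower; camera with the preset correlation, p = 0.0106; adjusted, 0.0443) and -0.135 for the wider cell-cycle list (11 higher, 29 lower; p = 0.0148; adjusted, 0.0443). Fry gave p = 0.0622 and 0.233, and camera with an estimated correlation 0.155 and 0.325. All 3 dGcn5-depleted libraries lay below all 3 libraries labelled nej for the Table S4 genes and not for the wider list. In camera with the preset correlation, without nej replicate 2, the means were -0.211 (p = 0.0763) and -0.036 (p = 0.377). As small a p-value came from 2 and 4 of the 10 splits, and the splits that part as many pairs gave 0.119, 0.794 and 0.103 for the first set and 0.23, 0.359 and 0.00314 for the second. The length trend is a candidate explanation for the Table S4 genes, whose mean was -0.174 (camera with the preset correlation, p = 0.106) once it was removed. For the wider list, whose mean was then -0.112 and no longer called when adjusted, the trend and other sources cannot be told apart, as the mean moved little. With the correction and the block together the means were the same (camera with the preset correlation, p = 0.104 and 0.0254; adjusted, 0.157 and 0.0763). With the block alone neither set was called (camera with the preset correlation, p = 0.0185 and 0.0331; adjusted, 0.0992 for both), while the chromosome 4 set was (adjusted, 0.0388). A grouping by chance cannot be told apart from an effect of the dsRNAs in these 3 sets, since 10 splits cannot give a share under 10%.

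Annotated features in heterochromatin were tested as sets in dGcn5-depleted cells. The sets were drawn from all features and not from genes alone, and those of chromosome 4 include annotated transposable elements. Counts on such elements are uncertain, since the treatment of reads with several matches is not known. The 128 tested features of chromosome 4 had a mean log2 fold change of 0.0016 (camera with the preset correlation, p = 0.804; adjusted over the 6 sets, 0.855). The 95 tested centromere-proximal features had a mean of 0.05 (same test and correlation, p = 0.297; adjusted, 0.855). In dGcn5-depleted against control cells, a response of these features as a set was not detectable, and cannot be told apart from no response. Members went both ways, 52 higher and 76 lower for chromosome 4 and 50 higher and 45 lower for the centromere-proximal set. Without yellow replicate 3 the first mean was -0.14 (p = 0.0115 with the preset correlation), and without yellow replicate 1 the second was 0.16 (p = 0.0074; adjusted, 0.0444), a call that rests on leaving out this library.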
